# Transcriptomic Analysis of Short/Branched-Chain Acyl-Coenzyme a Dehydrogenase Knocked Out bMECs Revealed Its Regulatory Effect on Lipid Metabolism

**DOI:** 10.3389/fvets.2021.744287

**Published:** 2021-09-07

**Authors:** Ping Jiang, Ambreen Iqbal, Mengyan Wang, Xiaohui Li, Xibi Fang, Haibin Yu, Zhihui Zhao

**Keywords:** ACADSB, CRISPR/Cas9, DEGs, lipid metabolism, fatty acid metabolism

## Abstract

The acyl-CoA dehydrogenase family of enzymes includes short/branched-chain acyl-CoA dehydrogenase (*ACADSB*), which catalyzes the dehydrogenation of acyl-CoA derivatives in fatty acid metabolism. Our previous findings suggested that *ACADSB* was a critical candidate gene affecting milk fat synthesis by comparing the transcriptome in bovine mammary epithelial cells (bMECs) from Chinese Holstein dairy cows producing high-fat and low-fat milk as well as gene functional validation studies on the cellular level. In the present study, *ACADSB* in bMECs was knocked out (KO) using a CRISPR/Cas9 system, and mRNA transcriptome was further sequenced to verify the function of the *ACADSB* gene and analyze its correlation with lipid metabolism. The findings revealed that 15,693 genes were expressed, 1,548 genes were differentially expressed genes (DEGs), and 6,098 GO terms were enriched, of which 637 GO terms were greatly enhanced, such as phospholipid-translocation ATPase activity (GO:0004012), lipoprotein lipase activity (GO:0004465), acyl-CoA desaturase activity (GO:0016215), and so on. The analysis by KEGG showed that DEGs were distributed over 247 pathogens, of which 49 were significantly enriched, including the metabolism of fatty acids (PATH: 01212), metabolism of glycerolipid (PATH: 00561), and signaling of adipocytokines (PATH: 04920). The CHOL, TGs and FFA contents in bMECs were reduced when the *ACADSB* gene was knocked out. The RT^2^ Profiler PCR array also revealed that the loss of the *ACADSB* gene changed the expression levels of functional genes involved in lipid metabolism, including *ACADL, ACOX2, ACAT2, and FABP3*. In conclusion, the current findings show that *ACADSB* is a key regulator of lipid metabolism in bMECs. The ACADSB^−/−^ bMECs could also be useful genetic material and tools for future research into gene functions related to lipid and fatty acid metabolism. It will be valuable for revealing the gene regulatory roles and molecular mechanisms in milk fat synthesis.

## Introduction

Milk fat is the most significant energy component in milk, and it plays a critical role in milk quality. Milk has a total fat content of about 3–5%. However, with the advancement of technology, the genetic mechanisms involved in milk fat synthesis are hitherto (1). 

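*ACADSB* encodes the short/branched-chain acyl-CoA dehydrogenase of mitochondria, which oxidizes the acyl-CoA formed from isoleucine. The annotation columns of the deposited RNA-seq table place the gene on the plus strand of bovine chromosome 26 from 43329652 to 43379576, with a length of 1852 bases in the authors' gene model. The genome build behind these coordinates is not given in the sources used here, so they cannot be set against a position on another build. The guide RNA used to edit the gene in bovine mammary epithelial cells has the sequence GAGATTATTACATCATCAAT, with 20 bases, and the paper places it in exon 5 of the open reading frame. In the cell line sequences of the supplement it is followed by the PAM GGG. The guide with its PAM was found in 14 of the 18 sequences, and 4 did not hold it. The supplement's text does not name which of these sequences belongs to the cell line used for RNA-seq.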

The short/branched-chain acyl-CoA dehydrogenase (*ACADSB*) ENSBTAG00000018041) gene has two alternatively spliced transcripts and is found on the bovine chromosome 26:43134415-43184345. In bovine mammary epithelial cells (bMECs), *ACADSB* is a vital gene involved in lipid and fatty acid metabolism and has regulated triglyceride (TG) synthesis (2). Fat is oxidatively decomposed by lipase in lipid metabolism into triglycerides and free fatty acids and further decomposed into acetyl-CoA intrusive to the cycle of tricarboxylic acids (TCA), which involves glucose, lipid, and amino acids metabolism (3–5). The *ACADSB* gene also belongs to the ACAD mitochondrial family (6, 7). When a gene for a key enzyme in the mitochondria is mutated or deleted, it directly impacts the mitochondria's energy metabolism and the organism's aerobic respiration and glycolysis (8, 9). As a key functional gene in the lipid and fatty acid metabolism pathways, *ACADSB* could be an important link in these major metabolic networks.

Using gene overexpression and RNA interference (RNAi) approaches, the goal of this study was to learn more about the regulatory roles of the *ACADSB*, a candidate gene in bMECs involved in lipid and FA metabolism. However, the knock-out model of *ACADSB* gene cells remains less obvious in these studies (2). Therefore, the bMECs line has been chosen, which is capable of synthesizing and secreting milk *in vitro* and the mammary tissue of dairy livestock. Moreover, it can be used as a test model for cells to study gene function linked to the metabolism of milk lipids. The gene-editing technology CRISPR-Cas9 allows for the genetic modification of a wide range of cell and animal models. As a result, using CRISPR-Cas9 editing technology to create a Knock out cell line model further verifies the function of the target gene that regulates lipid metabolism and uses high-throughput RNA-seq to unravel the complex molecular mechanisms underlying various biological processes.

## Materials and Methods

### Preparation of Cells and Cell Culture

The experimental samples in this research were bMECs that had been stored in our laboratory. The bMECs were purified and cultured from a healthy dairy cow according to previous work performed in our laboratory by tissue nubble culture method (10). The cells were cultured in a basal medium containing Dulbecco's modified Eagle's medium and Nutrient Mixture F-12 (DMEM/F12, HyClone, Logan, USA) containing 10% FBS (fetal bovine serum, Tian hang, Zhejiang, China), 25 μL hydrocortisone (25 g/ml, Abcam, Cambridge, UK), and 25 μL insulin (0.25 EU/mg, Abcam, Cambridge (HyClone, Logan, USA).

### Constructing Knockout Vector ACADSB^–/–^

The Zhang lab's pSpCas9(BB)-2A-GFP (PX458, addgene 48318) vector was chosen as the vector backbone because it expresses Cas9 Streptococcus pyogenes with an invariant sgRNA scaffold and cloning sites for inserting the guide sequence. Two complementary sgRNA oligo DNA were synthesized, annealed to form double-stranded DNA in the presence of 10 × NEB annealing buffer, and cloned into the BbsI sites of the PX458 targeting vector, according to the location and specificity. Transient transfecting bMECs resulted in the knockout of the *ACADSB* gene fragment. After 24 h, the cells were collected using trypsin without EDTA solution, and the cells were screened using flow cytometry to see if they could express a green fluorescent protein. The single positive cells were cultured in 96-well plates containing 20% serum and 1% antibiotics. Seven days later, under a microscope, a small pile of cell pellets can be seen. After digesting the cells and continuing culturing, a large population of cells can be observed under the microscope 15 days later.

### PCR Identification and Sequencing

The genomic DNA was extracted from the cells, and PCR amplification was performed using the *ACADSB* gene detection primers. The detection primer sequence was: *ACADSB* F 5′-CGATACATACAGGCTTTTGGAAG-3′; *ACADSB* R 5′-AAGATGAGGGGCAATGGCT-3′. The edited cell lines were screened by PCR products sequencing.

### Sample Collection and cDNA Library Construction

Total RNA was extracted with standard chloroform extraction from *ACADSB*^−/−^ and negative control cells. DNase I (NEB, Beijing, China) was used to treat total RNA and Trizol reagent to extract it (Invitrogen, USA). The RNA quality was checked using the Bioanalyzer 2200 (Aligent)and then stored at −80°C. The cDNA libraries for each pooled RNA sample were created using the VAHTSTM Total RNA-seq (H/M/R) according to the manufacturer's instructions.

### RNA Sequencing Mapping

Pair-end read mapping is a technique for mapping reads that have been split into two halves. Before the mapping was read, clear readings of the raw readings were obtained by removing adapter sequences, readings of >5% ambiguous bases (N) and low-quality readings containing more than 20% bases with <20. The clean readings were then aligned with the target genome.

### Differentially Expressed Gene (DEG) Analysis in ACADSB^–/–^ bMECs

Based on the fragments per kilobase of exon per million fragments mapped (FPKM) values, the expression information from RNA-seq data for the *ACADSB*^−/−^ bMECs and wild-type (WT) bMECs was acquired. The DEGs were identified and filtered using the EB-Seq algorithm (11). P-value and FDR analysis were used to identify up-regulated or down-regulated DEGs after significant expression analysis (12).

### Gene Enrichment Analysis and Pathway Analysis

The analysis of gene ontology (GO) was conducted to elucidate the biological consequences of unique genes insignificant or representative target gene profiles (13). NCBI (http://www.ncbi.nlm.nih.gov/), UniProt (http://www.uniprot.org/), and the Gene Ontology (http://www.geneontology.org/) provided the GO annotations. The significant GO categories were identified using Fisher's exact test, and the *P*-values were corrected using the FDR method. Pathway analysis was used to identify the effective path of KEGG differential genes. Fisher's exact test was used to select the significant route, and *P*-value and FDR defined the threshold of significance (14). Corrected *p* < 0.05 has been considered to be significantly enhanced.

### Construction of the Interactive Network

KEGG refers to as we are all aware of several biological processes, including metabolism, membrane transport, signal translation and cell cycle pathways. The DEGs were enriched by biological pathways and the graphic representations of pathways using Cytoscape 3.6.1 (15). The study of gene interaction can reflect the function of genes and the regulatory role of genes.

### Analysis of ACADSB Expression by Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR) and Western Blotting (WB) in the Knockout Cells

With the help of an RNA extraction kit, total RNA was extracted from the *ACADSB*^−/−^ and WT bMECs (Analytik Jena, Germany). A spectrophotometer was used for the concentration and purity of the RNA and further confirmed with 1.5 per cent of the agarose gel electrophoresis. The cDNA was obtained with a synthesis kit for cDNA (TaKaRa Biotechnology, RR047A, Dalian, China). The first printing was made of 5′-AGCTACTGTGCGCTGCTG-3′ and reverse priming, 5′-TCCATTGCTGTTGAG-3′. Then, the qRT-PCR was performed with SYBR® Premix Ex Taq TM (TaKaRa Biotechnology, RR420L, Dalian, China) (2). The following conditions were used for PCR amplification in a 10 μL reaction volume: an initial denaturing step of 95°C for 30 s, followed by 40 cycles of 95°C for 10 s, and then 60°C for 45 s. The concentrations of all the samples were adjusted to the same level. qRT-PCR was used to determine mRNA expression, with β-actin serving as an internal control gene. All qRT-PCRs were carried out three times in total.

The total protein was extracted from the *ACADSB*^−/−^ and WT bMECs using a radio immunoprecipitation assay buffer (RIPA, AR0105, BOSTER, China) containing protease and phosphatase inhibitors. The Enhanced BCA Protein Quantitation Assay Kit was used to determine the total protein concentration (KeyGEN BioTECH, KGP902, Jiangsu, China). Technical replicates were used for the three experiments on the same sample, and protein concentration was measured in triplicate. The rabbit polyclonal anti-*ACADSB* antibody (1:1550 dilution in 1 TBS, sigma Antibodies, AV-54586, China) and tubulin (1:20, 000 dilution in 1 TBS, bioss, bs-4511R, Beijing, China) were then incubated for 16 h at 4°C on the polyvinylidene fluoride membrane. A gray value analyzer was used to calculate the relative expression of the target proteins in different cells (Tanon 5200, Shanghai, China).

### Validation of mRNAs by RT^2^ Profiler PCR Array

An RNeasy Mini Kit extracted 1 μg of total RNA from the bMECs (Qiagen, 74134, Frankfurt, Germany). Then, according to the protocol, cDNA was synthesized using an RT^2^ First Strand Kit (Qiagen, 330404, Frankfurt, Germany). Mx3005p was used to perform the qRT-PCR (Agilent Stratagene, California, USA). An RT^2^ Profiler PCR Array was used to determine the transcript levels of genes involved in the lipid and fatty acid metabolism pathways (Qiagen, CLAB24070A, Frankfurt, Germany). 5 different housekeeping genes were selected as reference genes, β-actin (*ACTB*), glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*), tyrosine 3-monooxygenase (*YWHAZ*), hypoxanthine phosphoribosyltransferase 1 (*HPRT1*) and TATA-box binding protein (*TBP*). The Ct values were standardized based on the gene selection. The expression fold change/regulation was calculated using the delta/delta Ct method of the data analysis web portal in which delta Ct is calculated between the gene of interest (GOI) and the average reference genes (HKG), followed by delta-delta Ct calculations. Then the fold change was calculated with formula 2 (^−delta delta Ct^) (5).

### Analysis of the Triglyceride, Cholesterol and Free Fatty Acids Contents in bMECs

TG detection kit was used to determine the content of TGs in the samples. The total CHOL content of cells was determined using a tissue/cell total CHOL assay kit (Applygen Technologies, Beijing, China). The FFA assay kit was used to determine the amount of free fatty acids in the sample (Solarbio life sciences, Beijing, China). WT and *ACADSB*^−/−^ cells were seeded at a density of 2 × 10^5^ cells per well in culture plates. The concentrations were measured using a microplate reader (YongChuang SM600, Shanghai, China) after the cellular contents of TGs, CHOL, and FFA were adjusted by each microgram of protein. The TGs, CHOL, and FFA of cells were extracted following the manufacturer's instructions.

### Statistical Analysis

Experimental data is displayed as ± SEM means. The *P*-value (*p* < 0.05) has been defined as statistically significant differences. A comparative Ct method (2^−delta delta Ct^) was used for qRT-PCR data on relative gene expression. GraphPad Prism 6 software (GraphPad, San Diego, CA, USA) is used in the data analysis with a two-tailed *t*-test. The online RT^2^ Profiler PCR Array data analysis software (https://geneglobe.qiagen.com/cn/analyze) analyzed the relative expression information for genes.

## Results

### Generation of ACADSB^–/–^ bMECs

The exon 5, the conserved domain of the *ACADSB* gene opening read frame (ORF) sequence, was selected as a potential target sequence for *ACADSB*^−/−^ sgRNAs. BbsI restriction site behind the U6 promoter was recognized, and the enzyme ligated into the PX458 plasmid (Figure 1A). After the recombinant plasmid was transfected into bMECs through transiently transfecting, the cells containing *ACADSB* sgRNA were identified with green fluorescence under a fluorescence microscope (Figure 1B). One single live cell was screened by the flow cytometry and then transferred into 96-well plates for the culture of *ACADSB*^−/−^ bMECs. Upon agarose gel electrophoresis, WT cells demonstrated a 344bp band for the ACADSB PCR product (Figure 1C). In addition, the sequencing data of genomic DNA extracted from WT cells and *ACADSB*^−/−^ bMECs confirmed that the target sequence of *ACADSB* was effectively disrupted in bMECs (Figure 1D). The expression of *ACADSB*^−/−^ bMECs was determined by qPCR and WB technology. *ACADSB*^−/−^ bMECs showed a significant decrease compared with WT cells in the mRNA level (Figure 1E). *ACADSB*^−/−^ bMECs also showed a significant decrease compared with WT cells in protein level (Figure 1F).

**Figure 1:**
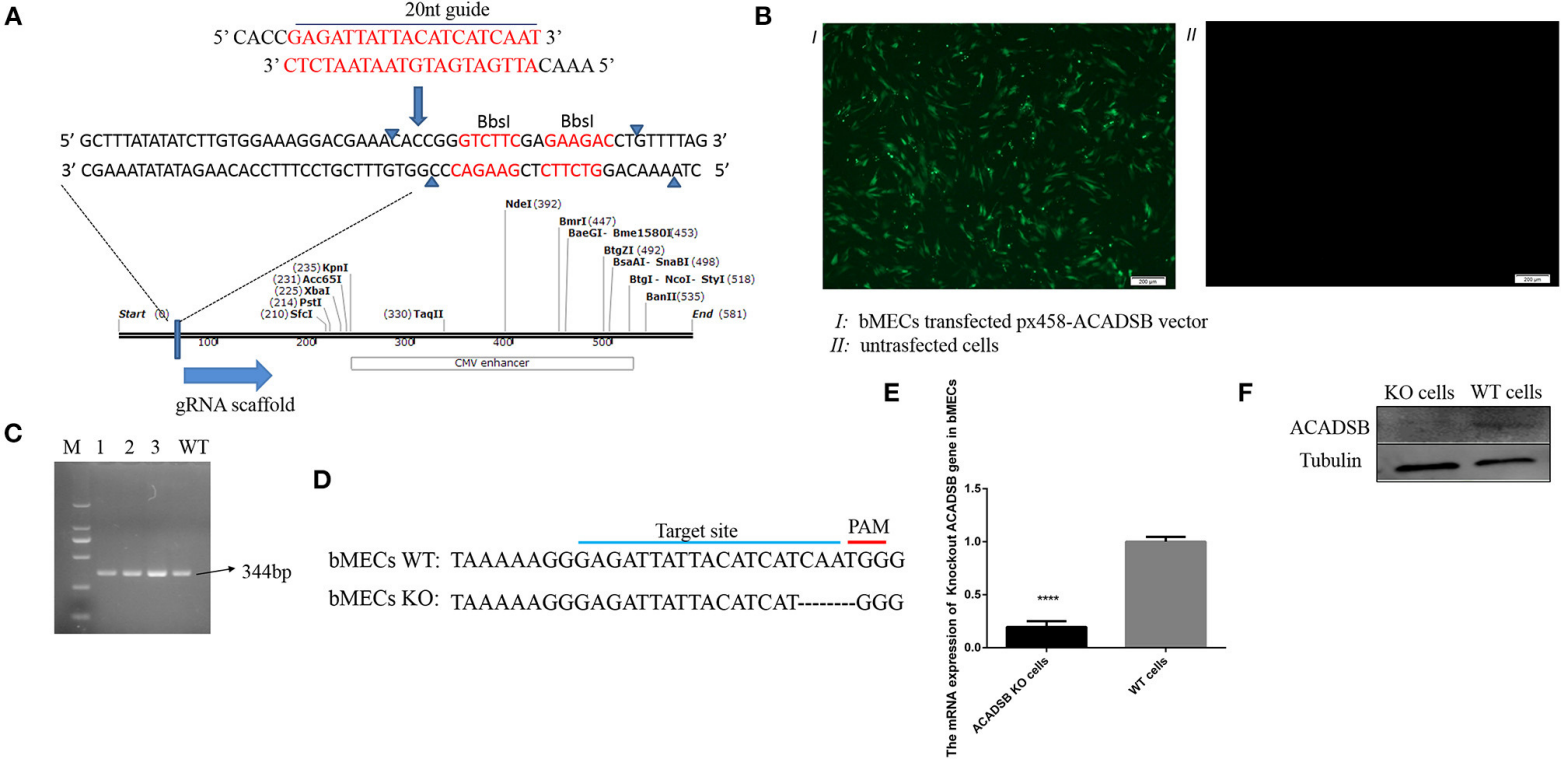
Construction of *ACADSB* gene knockout vector and identification of mRNA and protein levels. **(A)** Construction of *ACADSB* gene recombinant knockout vector (PX458-*ACADSB*). **(B)** PX458-*ACADSB* recombinant knockout vectors were transfected into bMECs. **(C)** The single positive cells were screened which can express green fluorescent protein by flowing cytometry and then were cultured for extracting the genome DNA to identify the edited cell line by PCR. **(D)** The sequence of the monoclonal PX458-*ACADSB* knockout cell line was compared with the wild cell line, the gRNA sequence was missing 4 bases near the PAM site, causing a frameshift mutation. **(E)** *ACADSB* relative mRNA expression levels in *ACADSB*^−/−^ bMECs and wild type bMECs line. **(F)** *ACADSB* relative protein expression levels in *ACADSB*^−/−^ bMECs and wild type bMECs line.

### Analysis of the Triglyceride, Cholesterol and Free Fatty Acids Contents in bMECs

The results showed that the CHOL content in *ACADSB*^−/−^ bMECs was decreased compared with that in the WT bMECs (*p* < 0.05, Figure 2A). Furthermore, the TG content was lower in *ACADSB*^−/−^ bMECs than in the WT bMECs (*p* < 0.05, Figure 2B). The content of FFA was also significantly inhibited in *ACADSB*^−/−^ bMECs than in the WT bMECs (*p* < 0.05, Figure 2C).

**Figure 2:**
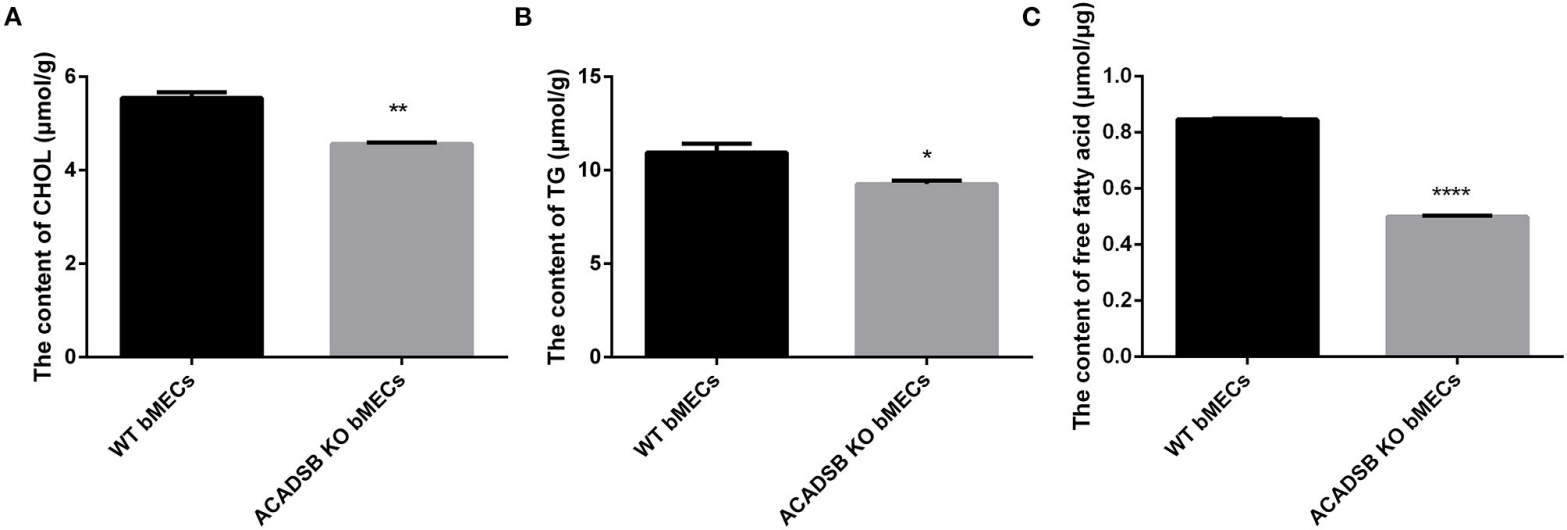
The effect of *ACADSB* on TGs, CHOL and FFA contents in bMECs. **(A)** The CHOL content in *ACADSB*^−/−^ bMECs was decreased compared with that in the WT bMECs. **(B)** The TG content was lower in *ACADSB*^−/−^ bMECs compared with that in the WT bMECs. **(C)** The content of FFA was also significant inhibited in *ACADSB*^−/−^ bMECs than in the WT bMECs (Experimental data are shown as mean ± SEM). ^****^p < 0.0001, ^**^p < 0.01, ^*^p < 0.05.

### Identification of DEGs in ACADSB^–/–^ bMECs

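Total RNA was sequenced from bovine mammary epithelial cells (bMECs), the cells that synthesize and secrete milk, in 2 groups of 3 libraries. The *ACADSB*-/- libraries came from cells edited with Cas9 and a guide against *ACADSB*, carried on a plasmid that also expresses green fluorescent protein. The paper describes the culture of a single sorted cell and pooled RNA samples, and the series' own description can be read as 3 knock-out lines. Neither says that the libraries of a group came from separate cultures or clones, so the p-values measure only the spread between these libraries, which may be technical. The other group, called WT here, is named both negative control and WT in the paper, and control in the sample labels. If the edited cells grew from a single sorted cell, the history of that cell cannot be told apart from an effect of *ACADSB*. This limit holds for every difference between the groups given here. The library kit in the paper is a total RNA kit (VAHTS), and the sample labels name a second kit (Ion Total RNA-Seq) beside it.
The authors removed reads with adapters, many unknown bases or low quality and aligned the rest to the bovine genome. They deposited raw counts for 15693 genes and FPKM values for 32774 genes. The aligner, the counting tool and the genome build are not given in the sources used here. The *ACADSB*-/- libraries held 34983965, 30550275 and 30993630 counts (median 30993630), and the WT libraries 33141380, 30568153 and 31697305 (median 31697305). The 20 genes with the highest mean count over all 6 libraries took 9.34% to 10.4% of the counts of each library. The 17081 genes outside the count table had at most 9 reads in any library, as far as the FPKM values give them.
The counts were scaled by TMM and 13720 genes passed the filter on low counts (filterByExpr in edgeR). Genes were then tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and a change of at least 2-fold, the thresholds in the name of the authors' list. The filter leaves out genes with few counts in every library, and the scaling and the fold threshold also set how many genes are called. The correlation of log2 CPM (counts scaled to a common library size) between libraries was 0.991 to 0.993 within a group and 0.950 to 0.956 between the groups. Libraries of one group still differed by more than sampling noise, with a chi-square per degree of freedom of 3.86 to 9.23. The first principal component, which separated the groups, held 79.0% of the variance.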

RNA-seq analysis of *ACADSB*^−/−^bMECs was performed to clarify the mechanism of the *ACADSB* gene. A total of 1,548 DEGs were obtained for the *ACADSB*^−/−^ bMECs compared to the WT groups, including 750 upregulated DEGs, 798 downregulated DEGs, as shown in the hierarchical clustering heatmaps (Figures 3A,B) including five upregulated DEGs such as *ACADSB*, fatty acid desaturase 1*(FADS1)*, carnitine palmitoyltransferase 1C*(CPT1C)*, solute carrier family 27 member 5*(SLC27A5)*, 2,4-dienoyl-CoA reductase 2*(DECR2)*, and five downregulated DEGs such as protein kinase cAMP-activated catalytic subunit beta *(PRKACB)*, glycerol-3-phosphate dehydrogenase 2*(GPD2)*, acyl-CoA synthetase medium-chain family member 3*(ACSM3)*,acyl-CoA synthetase long-chain family member 1*(ACSL1)*, solute carrier family 27 member 6 *(SLC27A6)* showed in Table 1.

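*ACADSB* itself had 9, 7 and 15 counts in the 3 *ACADSB*-/- libraries and 38, 34 and 20 in the 3 WT libraries, or 0.319 ± 0.134 against 0.973 ± 0.285 CPM (SD, n = 3). This is a log2 fold change of −1.60 (standard error 0.459, adjusted p = 0.00357 from edgeR's quasi-likelihood test). Over all genes, 727 rose and 675 fell, 1402 together. With no threshold on the fold, 4068 of the 13720 tested genes were higher and 3922 lower. The counts of higher and lower genes in the gene lists below use this threshold and are to be read beside these shares. The libraries of the 2 groups did not overlap for 63.6% of the tested genes, where chance gives 10%.
Of the genes of Table 1, 9 could be tested, of which 4 were higher in *ACADSB*-/- bMECs, 4 were lower and 1 did not pass the test. The study chose these genes on the same libraries, so their directions are not independent evidence. *FADS1*, a desaturase of polyunsaturated fatty acid synthesis, fell by 1.38 on the log2 scale (standard error 0.205, adjusted p = 1.1e-06 from the same test). *CPT1C*, the carnitine palmitoyltransferase 1 form found mainly in the brain, fell by 1.20 (standard error 0.189), and *DECR2*, a peroxisomal dienoyl-CoA reductase, fell by 0.53 (standard error 0.0932). *GPD2*, the mitochondrial glycerol-3-phosphate dehydrogenase, rose by 0.93 (standard error 0.0933). *ACSL1*, which activates long-chain fatty acids, rose by 1.02 (standard error 0.0922), and *PRKACB*, a catalytic subunit of protein kinase A, by 0.79 (standard error 0.247).
*SLC27A5*, a fatty acid transport protein and bile acyl-CoA synthetase, had a log2 fold change of −0.81 (standard error 0.511, adjusted p = 0.18 from edgeR). Its relative *SLC27A6* had 29, 14 and 23 counts in *ACADSB*-/- and 5, 6 and 16 in WT libraries, a log2 fold change of 1.21 (standard error 0.518, adjusted p = 0.0453 from edgeR) with overlapping groups. *ACSM3* had 5, 1 and 6 counts against 4, 0 and 2, too few to be tested. The call of *SLC27A6* ended when any one of 4 libraries was left out, among other changes, with edgeR, DESeq2 and limma adjusted p-values of 0.0124 to 0.19 over all settings. The total of 1402 fell to 661 when edgeR tested for a change beyond 2-fold, to 855 when genes under a mean of 50 counts were left out and to 543 with limma on log2(FPKM + 1).

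**Figure D1:**
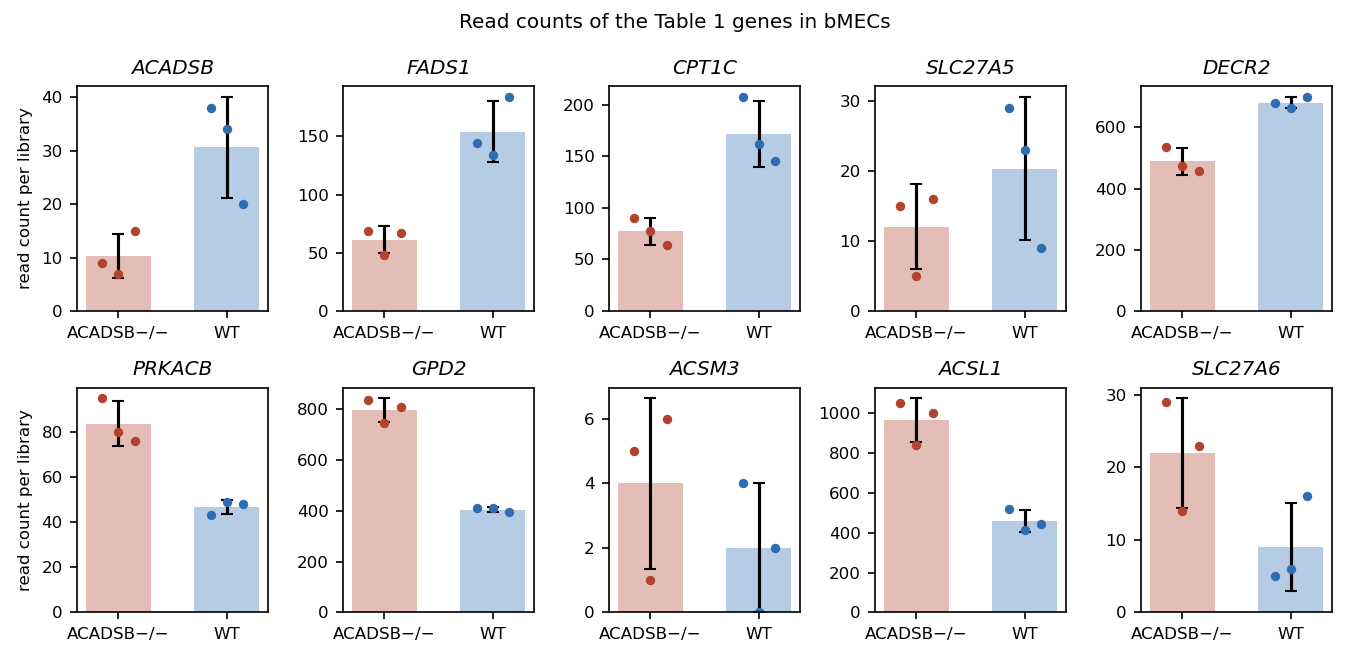
Read counts per library of *ACADSB* and the other genes of Table 1 in the 3 *ACADSB*-/- and the 3 WT libraries; bars are means, points are libraries and error bars are SDs. *ACADSB* has a mean of 10.3 counts in *ACADSB*-/- and 30.7 in WT bMECs, and *ACSL1* 964.7 and 459.3 counts.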

**Figure 3:**
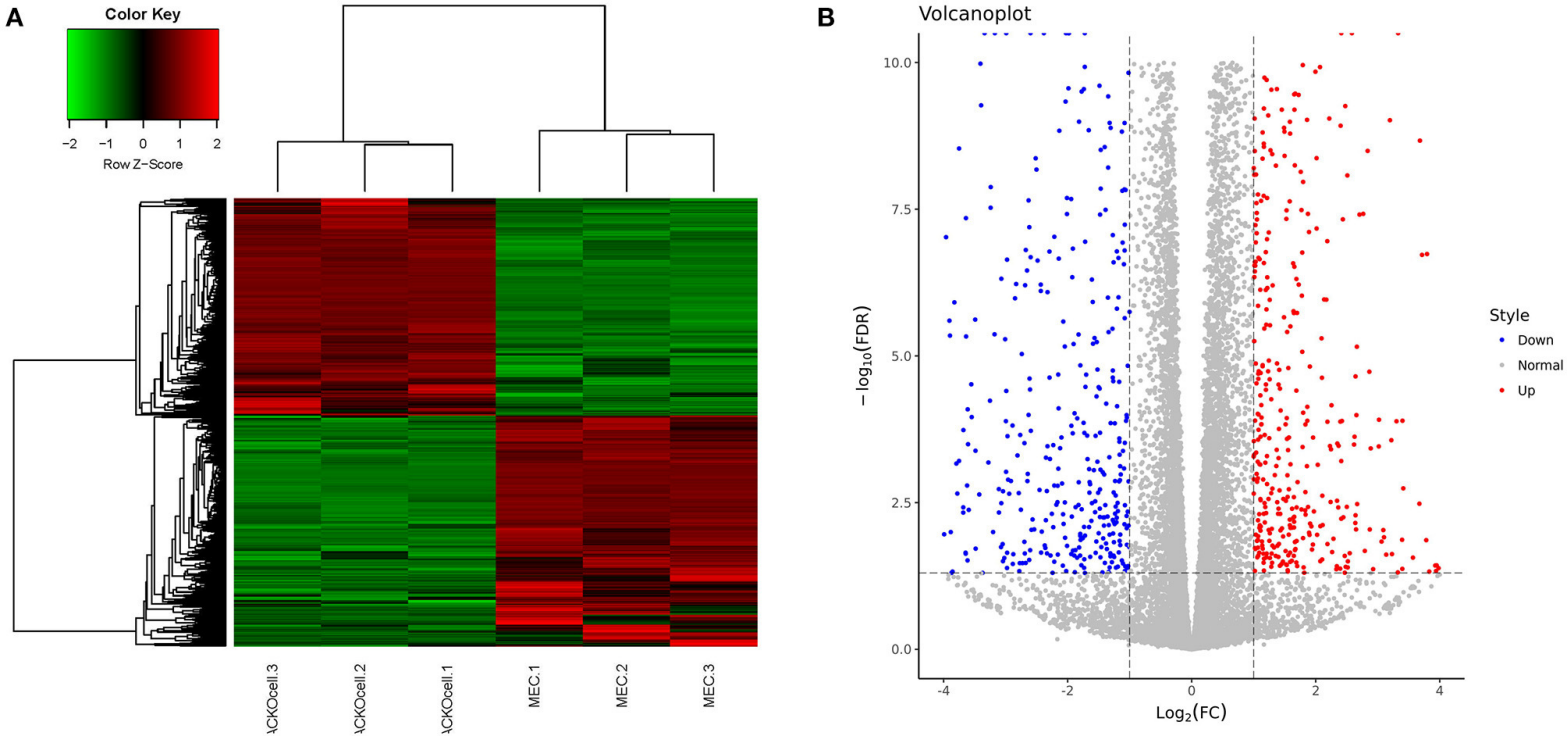
Identification of DEGs in WT and *ACADSB*^−/−^ bMECs by RNA-seq. **(A)** Hierarchical clustering heatmaps of WT and *ACADSB*^−/−^ bMECs. **(B)** Volcanoplot of WT and *ACADSB*^−/−^ bMECs.

**Table 1:** The expression levels details of partial regulated genes in *ACADSB*^−/−^ *bMECs*.

**Gene ID**	**Log 2FC**	***P*-value**	**FDR**	**AC KO**	**MEC**	**KEGG ID**
*ACADSB*	−1.62	0.003	0.01	10.33	30.67	bta:504301
*FADS1*	−1.39	5.56E-09	3.24E-08	61.33	154	bta:533107
*CPT1C*	−1.21	3.11E-08	1.65E-07	77.33	172	bta:513710
*SLC27A5*	−0.82	0.19	0.28	12	20.33	bta:533016
*DECR2*	−0.53	9.1E-08	4.55E-07	488.33	680.33	bta:768256
*PRKACB*	0.78	0.005	0.01	83.67	46.67	bta:282323
*GPD2*	0.92	2.26E-20	3.42E-19	795.67	404.00	bta:504948
*ACSM3*	0.95	0.49	0.61	4.00	2.00	bta:533798
*ACSL1*	1.02	9.69E-24	1.79E-22	964.67	459.33	
*SLC27A6*	1.21	0.05	0.10	22.00	9.00	bta:537062

*FADS1, fatty acid desaturase 1; CPT1C, carnitine palmitoyltransferase 1C; SLC27A5, solute carrier family 27 member 5; DECR2, 2,4-dienoyl-CoA reductase 2; PRKACB, protein kinase cAMP-activated catalytic subunit beta; GPD2, glycerol-3-phosphate dehydrogenase 2; ACSM3, Acyl-coenzyme A synthetase ACSM3 mitochondrial; ACSL1, acyl-CoA synthetase long chain family member 1; SLC27A6, solute carrier family 27 member 6*.

### Validation of mRNAs in a Fatty Acid Pathway by RT2 Profiler PCR Array

To aid interpretation, the fold change results of relative genes involved in the lipid and fatty acid metabolism pathways are normalized in Table 2. *ACADSB*^−/−^ up-regulated seven genes, including acyl-CoA dehydrogenase long-chain (*ACADL*) and acyl-CoA oxidase 2 (*ACOX2*), according to the findings. *ACADSB*^−/−^ also caused the down-regulation of ten genes, including acetyl-CoA acetyltransferase 2 (*ACAT2*) and fatty acid-binding protein 3 (*FABP3*). 

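The 17 genes of Table 2 that the RNA-seq libraries could test were 6 higher in *ACADSB*-/- bMECs, 5 lower and 6 not past an adjusted p of 0.05 from edgeR's quasi-likelihood test. *ACADL*, the long-chain acyl-CoA dehydrogenase of β-oxidation, rose by 0.34 on the log2 scale (standard error 0.109, adjusted p = 0.00843 from edgeR), beside the paper's array value of 1.16. *ACAT2*, a cytosolic acetyl-CoA acetyltransferase, fell by 0.15 (standard error 0.0552, adjusted p = 0.0206 from edgeR), beside the paper's −1.14. *ACOX2*, a peroxisomal acyl-CoA oxidase, had a log2 fold change of 0.06 (standard error 0.081, adjusted p = 0.543 from edgeR) and the paper's array value is 1.09. *FABP3*, a fatty acid binding protein, had −0.18 (standard error 0.0827, adjusted p = 0.0662 from edgeR) and the paper's array value is −2.43. *BDH1*, the mitochondrial 3-hydroxybutyrate dehydrogenase, rose by 0.32 in RNA-seq (adjusted p = 9.9e-05 from edgeR), while the paper's array value is −0.96.
The signs were the same for 16 of the 17 genes, *BDH1* being the exception, and for 10 of the 11 genes past the threshold. *CPT1B*, *CPT1C* and *SLC27A5* stood at the cycle ceiling of 35 in both groups of the array, and without them 13 of 14 genes had the same sign. Over the whole array, 58 panel genes could be compared and 33 had the same sign. Pearson's r across these genes was 0.337 (permutation test, p = 0.016) and Spearman's rho 0.364 (permutation test, p = 0.0054), each with 100000 permutations. Genes are not independent replicates. The array gives 1 value per group and so no error, and Table 2 was chosen by the study on these cells. The call of *ACAT2* ended without *ACADSB*-/- replicate 2 or WT replicate 1 and under other settings, with adjusted p-values of 0.00458 to 0.112 over all of them, while *FABP3* passed with limma on the filtered FPKM values (0.0419 to 0.77 over all settings).

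**Figure D2:**
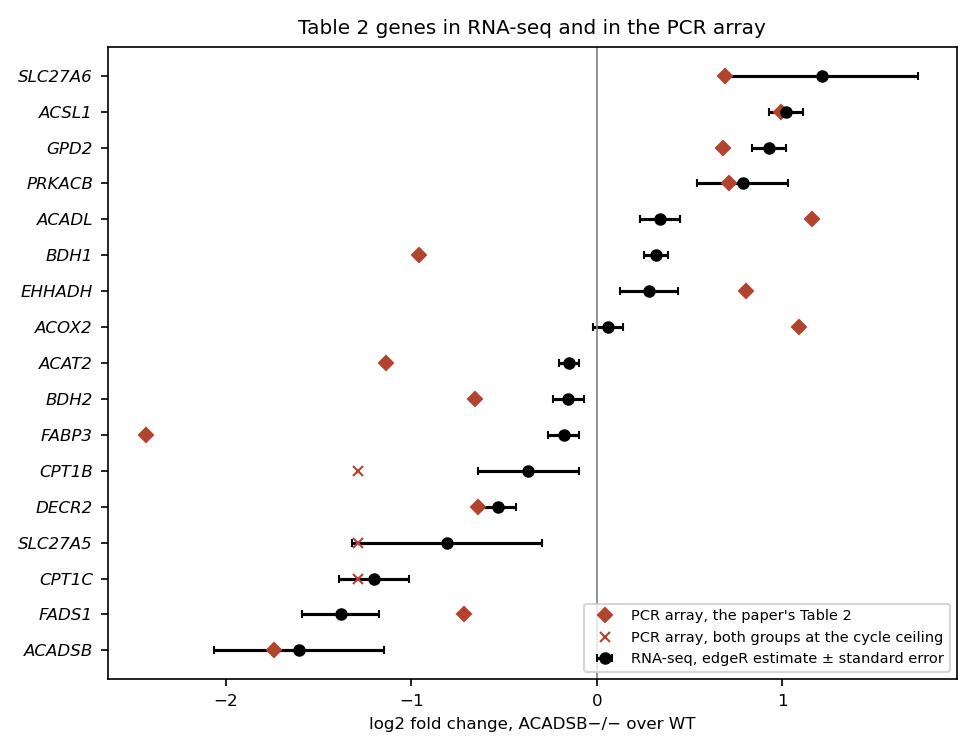
Log2 fold changes, *ACADSB*-/- over WT, of the 17 tested genes of Table 2; black points with standard errors are RNA-seq estimates from edgeR, red diamonds are the paper's array values, and crosses mark the 3 genes at the cycle ceiling in both groups of the array. *FABP3* lies at −0.18 in RNA-seq and −2.43 in the array, and *BDH1* is the gene with opposite signs.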

The results were also consistent with the RNA-seq results, confirming the RNA seq's reliability.

**Table 2:** Fold changes in expression of genes involved in lipid and fatty acid metabolism that are regulated in *ACADSB*^−/−^ *bMECs*.

**Gene name**	**Fold change**	**Ref sequence**
*ACADL*	2.2377	NM_001076936
*ACADSB*	0.2998	NM_001017933
*ACAT2*	0.4544	NM_001075549
*ACOX2*	2.1317	NM_001102015
*ACSL1*	1.9889	NM_001076085
*ACSM3*	1.9212	NM_001035068
*BDH1*	0.5148	NM_001034600
*BDH2*	0.6338	NM_001034488
*CPT1B*	0.4095	NM_001034349
*CPT1C*	0.4095	XM_002695120
*DECR2*	0.6426	NM_001078122
*EHHADH*	1.7435	NM_001075780
*FABP3*	0.1858	NM_174313
*FADS1*	0.6079	XM_002699285
*GPD2*	1.6044	NM_001100296
*PRKACB*	1.6381	NM_174585
*SLC27A5*	0.4095	NM_001103273
*SLC27A6*	1.6155	NM_001101169

### Gene Ontology and Functional Enrichment Analysis in ACADSB^–/–^ bMECs

The Gene Ontology (GO) term functional enrichment demonstrates that DEGs have been enriched in 6,098 GOs, with 637 GOs significantly enriched, including 405 biological GO processes (Figure 4A), 113 molecular GO in Figure 4B and 45 cellular GO components (Figure 4C). Based on the molecular function, primary including ligand-activated sequence-specific DNA binding RNA polymerase II transcription factor activities (GO: 0004879), including insulin-like growth factor I binding (GO: 0031994). The biological process main including localization of cell adhesion (GO: 0007155) and extracellular matrix organization (GO: 0030198). 

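Genes of the extracellular matrix changed in both directions. Of 24 tested collagen genes, which encode the fibrous proteins of the matrix, 9 were higher and 11 lower in *ACADSB*-/- bMECs at an adjusted p under 0.05 from edgeR, and 4 did not pass the test (9 higher and 11 lower when adjusted over the list alone). *COL12A1*, a collagen associated with fibrils, fell by 5.91 on the log2 scale (standard error 0.122, adjusted p = 2.0e-17 from edgeR's quasi-likelihood test). *COL7A1*, which forms the anchoring fibrils under epithelia, fell by 1.46, and *COL18A1*, a collagen of basement membranes, fell by 0.93. *COL8A1* fell by 1.12. Of 25 matrix proteases and protease inhibitors, 8 were higher, 13 lower and 4 not past the test (8 and 13 when adjusted over the list alone). *MMP14*, a membrane-bound matrix metalloproteinase, fell by 3.33 (standard error 0.0764). *MMP9*, a gelatinase, fell by 1.97. *PLAT*, the tissue plasminogen activator, rose by 1.57 (standard error 0.0527). Of 11 tested fibroblast and mesenchymal markers 3 were higher, 4 lower and 4 not past the test: *TWIST2* had 8.18 CPM in WT and 2.61 in *ACADSB*-/- bMECs and *FBN1* 8.17 and 3.88, while *S100A4* rose by 1.55. *SPARC*, a matrix glycoprotein outside these lists, had 191 CPM in WT and 0.244 in *ACADSB*-/- bMECs, and *POSTN*, chosen after its values were seen and too low to be tested, 0.547 and 0.0399.
At the 2-fold threshold 10 collagen genes and 11 protease genes were called, where 10.2% of all tested genes were. One-sided Fisher's exact tests against all tested genes gave adjusted p-values of 4.6e-04 for the collagens and 2.1e-04 for the proteases. A test of the average shift of each list (camera) gave an adjusted p of 0.419 for both. With no fold threshold Fisher's exact test gave an adjusted p of 0.0856 for both, and that of the collagens was 0.073 with limma on log2(FPKM + 1) and no filter. Over all settings the adjusted p-values were 1.9e-05 to 0.0856 and 3.6e-05 to 0.0856. The collagens *COL1A2*, *COL3A1*, *COL5A3* and *COL6A2* had been seen in the paper when the list was written, so its test is not fully independent of these libraries.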

Extracellular matrix (GO:031012) and proteinaceous extracellular matrix (GO: 0005578) are included in the cellular components. Figure 4D shows the top 20 GO terms, ordered by corrected P-value in ascending order. *ACADSB*^−/−^ bMECs have been subject to the enrichment analysis for KEGG pathways to explore the pathways associated with DEGs. Figure 5A juxtaposes the most significant pathway among the top 20 enriched pathways in the *ACADSB*^−/−^ bMECs group. In total, 247 pathways were discovered, with 49 pathway terms significantly enriched in Figure 5B. 

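Beside the matrix genes, some genes of keratinocyte differentiation and the cornified envelope, of inflammation and of endothelial cells changed, with no shift of these lists called by camera. Of 11 tested keratinocyte genes 5 were higher and 4 lower in *ACADSB*-/- bMECs, with 2 not past the test (5 and 5 when adjusted over the list alone). *TCHH* (trichohyalin), a protein of hair follicles, rose by 3.33 on the log2 scale (standard error 0.0575, adjusted p = 3.0e-28 from edgeR's quasi-likelihood test). *IVL* (involucrin) rose by 3.09, the desmosomal cadherin *DSG1* by 2.03 and *EVPL* (envoplakin) by 1.73. *CSTA*, *KRT10* and *CNFN* had −3.91, −1.53 and −1.71, all past the test, and were named after their values were seen. Of 22 genes of inflammatory cytokines and the NF-kB response, 11 were higher, 5 lower and 6 not past the test (11 and 5 when adjusted over the list alone). The neutrophil chemokines *CXCL8*, *GRO1*, *CXCL3* and *CXCL5* rose by 3.44, 2.18, 1.86 and 1.47, and the adhesion receptor *ICAM1* fell by 2.10. Of the 4 tested endothelial markers *VWF* rose by 1.11, *ERG* fell by 2.04, *TEK* had −0.59 (adjusted p = 0.34 from edgeR) and *PECAM1* had 1, 1 and 0 counts against 30, 42 and 52. The ratio of *PECAM1* was 64.2 lower in *ACADSB*-/- (95% exact interval 17.4 to 536, counting error only).
Of 30 lists written from textbook knowledge, 6 held more genes called at 2-fold than other tested genes did (one-sided Fisher's exact test, adjusted over the lists), against 13 at an unadjusted p under 0.05. They were keratinocyte differentiation (adjusted p = 4.4e-05), matrix proteases, ECM-receptor interaction, collagens, the endothelial markers (adjusted p = 0.0236) and the inflammatory list (adjusted p = 0.0246). Some members of the lists, among them *GRO1* and *CXCL3* of the inflammatory list, had been seen in the paper when the lists were written. These tests are therefore not fully independent of these libraries. Camera gave adjusted p-values of 0.546 for the keratinocyte, 0.499 for the inflammatory and 0.419 for the endothelial list, and 0.683 for each with an estimated correlation. Among genes called higher or lower alone, Fisher's exact test gave the endothelial list adjusted p-values of 0.391 and 0.0545. With no fold threshold it called 0 lists, with 5 at an unadjusted p under 0.05, and with DESeq2 calls it called 8. The endothelial call also ended with limma on FPKM and with the length trend removed, and the inflammatory call with the length trend removed (adjusted p 0.00259 to 0.58 and 0.00163 to 0.293 over all settings). Among the paper's KEGG results in its supplement, 49 of 247 pathways had p under 0.05 and 8 had FDR under 0.05.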

Down-regulated genes were significantly enriched in 27 pathways in *ACADSB*^−/−^ bMECs, with the ECM-receptor interaction (PATH: 04512) and glycerolipid metabolism (PATH: 00561) were significantly enriched in *ACADSB*^−/−^ bMECs, and ECM-receptor interaction pathway showed the highest enrichment in Figure 5C. 

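Of 56 tested genes of ECM-receptor interaction, which encode matrix proteins and the receptors that bind them, 17 were higher in *ACADSB*-/- bMECs, 24 were lower and 15 did not pass an adjusted p of 0.05 from edgeR (17 higher and 26 lower when adjusted over the list alone). *THBS1*, the matrix glycoprotein thrombospondin 1, fell by 1.97 on the log2 scale (standard error 0.0503, adjusted p = 3.4e-24 from edgeR's quasi-likelihood test), and *TNC*, tenascin C, fell by 1.77 (standard error 0.0521). Among the integrins, the receptors that tie cells to the matrix, *ITGA5* fell by 1.41 and *ITGA8* fell by 1.77, while *ITGA10* rose by 1.98 and *ITGA7* by 3.31. *ITGB3* had 1, 0 and 0 counts in *ACADSB*-/- libraries and 1170, 1046 and 1224 in WT libraries, a ratio of 3563 (95% exact interval 639 to 140776, counting error only). *THBS4* had too few counts to be tested, with 0, 1 and 1 against 15, 8 and 6.
Of 37 tested genes of glycerolipid metabolism, 11 were higher, 12 lower and 14 not past the test, with the same counts when adjusted over the list alone. Of all 13720 tested genes, 4068 were higher and 3922 lower. *AKR1B1*, aldose reductase, fell by 1.72, *MGLL*, which hydrolyses monoglycerides, fell by 1.68 and *PLPP1*, a lipid phosphatase, fell by 0.74. *GPAT3*, an acyltransferase of glycerolipid synthesis, rose by 1.30 (standard error 0.112).
Among genes called lower at 2-fold, a one-sided Fisher's exact test gave an adjusted p of 2.5e-04 for ECM-receptor interaction, with 12 such genes, and 0.586 for glycerolipid metabolism, with 3. The paper's 27 pathways of down-regulated genes had an unadjusted p under 0.05, and 8 pathways had FDR under 0.05. Among genes called higher ECM-receptor interaction had an adjusted p of 0.391. Camera gave adjusted p-values of 0.245 and 0.593 for the shift of the lists. Taken over both directions, ECM-receptor interaction had an adjusted p of 2.7e-04, and 0.109 with no fold threshold (2.4e-05 to 0.109 over all settings). *FN1*, *COL1A2*, *COL3A1*, *COL5A3*, *COL6A2* and *CD44* belong to this list and had been seen in the paper when it was written.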

Figure 5D shows that up-regulated genes are enriched in 46 pathways, including the Adipocytokine signaling pathway (PATH: 04920), Glycerophospholipid metabolism (PATH: 00564), and the Oxytocin signaling pathway (PATH: 04921).

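Of 51 tested genes of adipocytokine signaling, 21 were higher in *ACADSB*-/- bMECs, 14 were lower and 16 did not pass an adjusted p of 0.05 from edgeR, and the counts were the same when adjusted over the list alone. *PTPN11*, a phosphatase that acts downstream of the leptin receptor, rose by 0.60 on the log2 scale (standard error 0.0519, adjusted p = 4.1e-11 from edgeR's quasi-likelihood test). *SLC2A1*, the glucose transporter GLUT1, fell by 1.17 (standard error 0.0509, adjusted p = 3.1e-18 from the same test). Of 74 tested genes of glycerophospholipid metabolism, 25 were higher, 25 lower and 24 not past the test, again the same when adjusted over the list alone. *CEPT1*, which makes phosphatidylcholine and phosphatidylethanolamine, rose by 1.22 (standard error 0.0789), and *ETNK1*, the ethanolamine kinase that opens phosphatidylethanolamine synthesis, by 1.06 (standard error 0.0789).
Called at 2-fold were 5 higher and 3 lower genes of adipocytokine signaling and 9 higher and 2 lower genes of glycerophospholipid metabolism. Among genes called higher, a one-sided Fisher's exact test gave adjusted p-values of 0.391 and 0.159, and camera gave 0.593 and 0.994. The paper's 46 pathways of up-regulated genes had an unadjusted p under 0.05 and 0 had FDR under 0.05, so the thresholds are unlike. The median log2 fold change of the glycerophospholipid list was −0.05 and its mean 0.05. No list of oxytocin signaling genes was fixed, and that pathway was not analysed here.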

**Figure 4:**
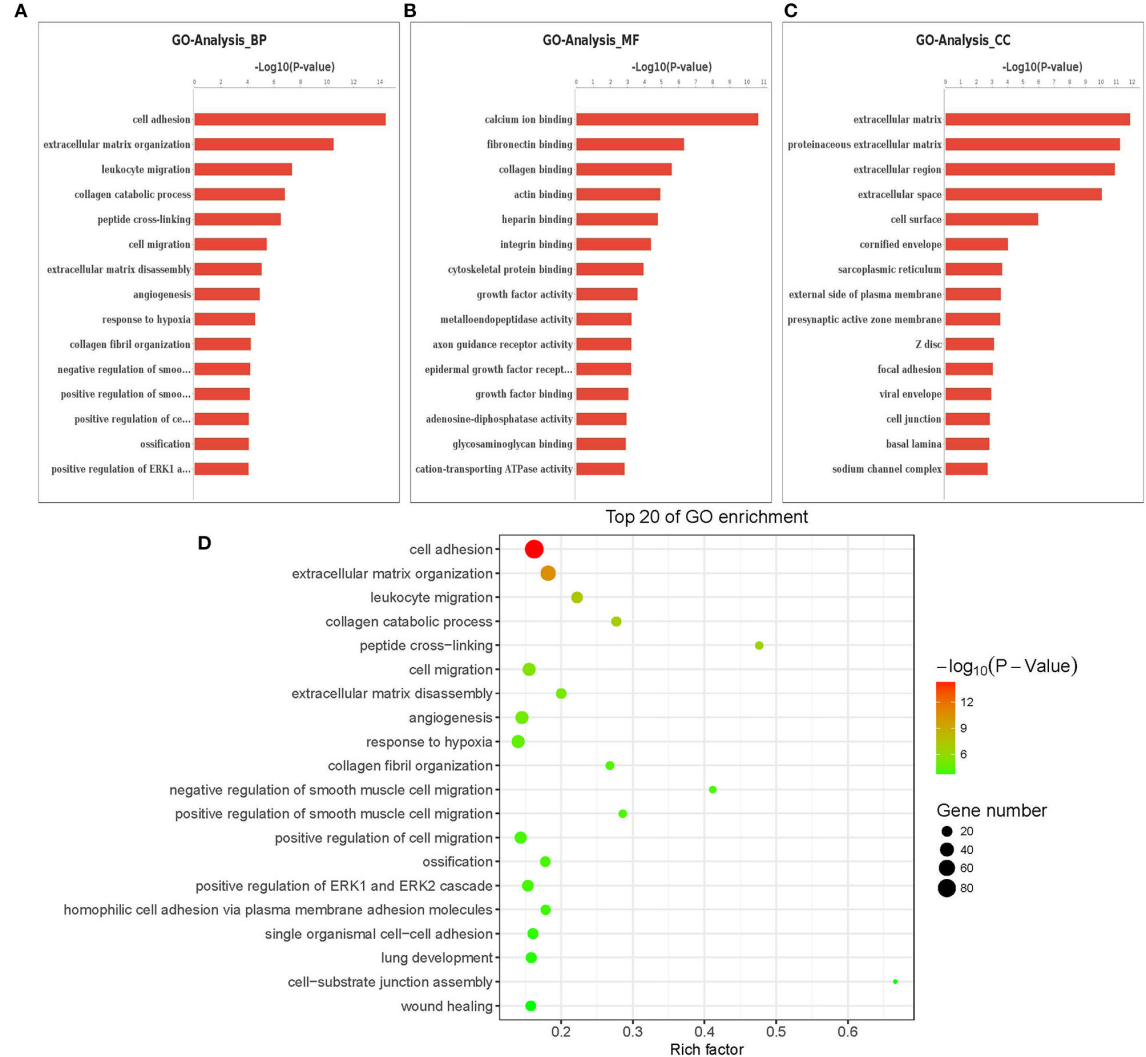
Enriched GO terms of DGEs in *ACADSB*^−/−^ bMECs. **(A)** The most significant differences in biological processes. **(B)** The most significant differences in cellular components. **(C)** The most significant differences in molecular functions. **(D)** The top 20 GO terms. GO, Gene Ontology. BP, biological process. CC, cellular component. MF, molecular function. DEG, differentially expressed gene.

**Figure 5:**
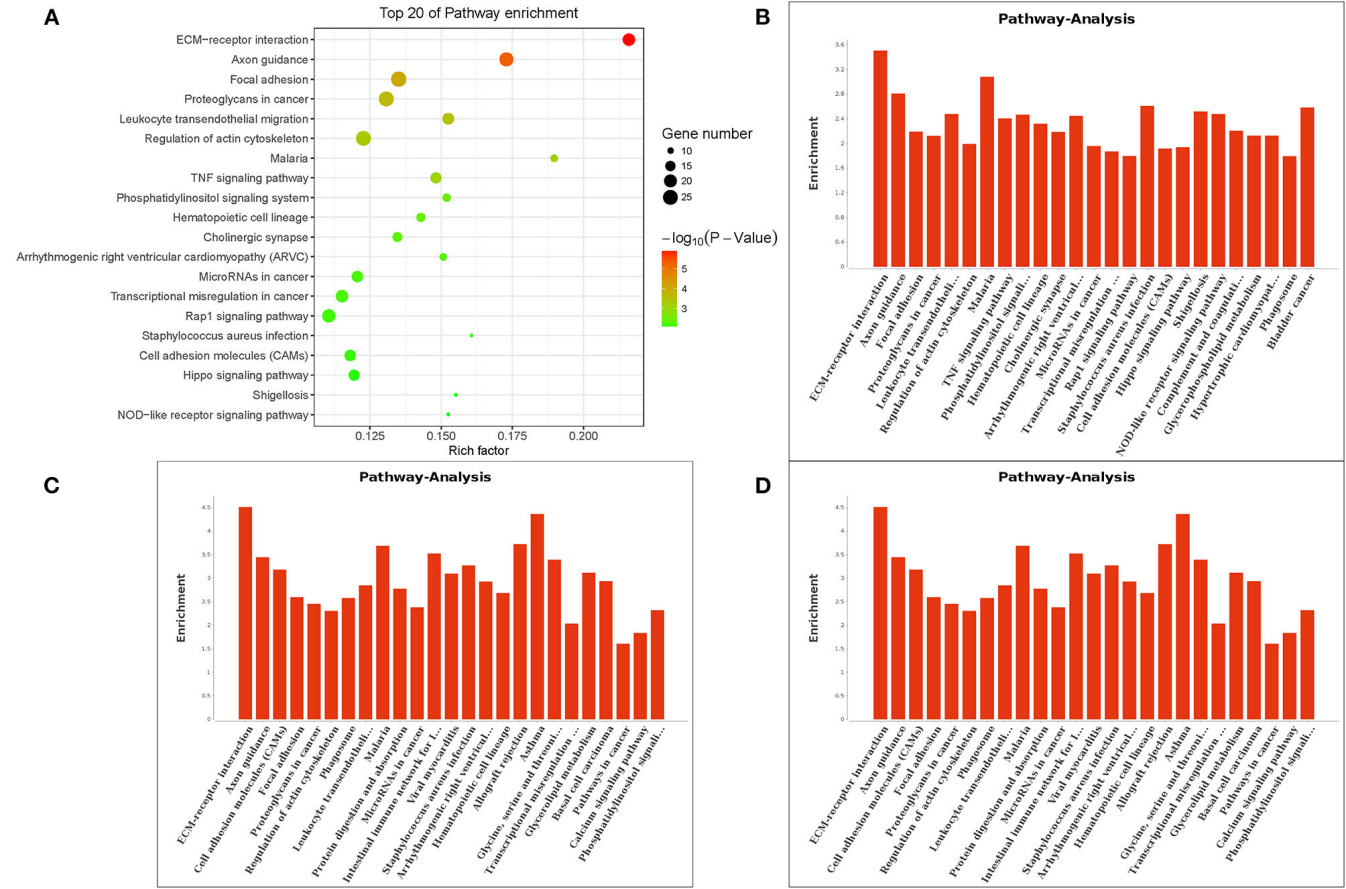
Enriched KEGG pathways of DGEs in *ACADSB*^−/−^ bMECs. **(A)** The top 20 enriched pathways for DEGs. **(B)** Pathway terms of DEGs. **(C)** Pathway terms of down-regulated genes. **(D)** Pathway terms of up-regulated genes. KEGG, Kyoto Encyclopedia of Genes and Genomes.

The pathway-act network represents the interaction of different pathways to explore interactions in an enriched biologic direction. The red dots represent up-regulated pathways, and the green dots represent down-regulated pathways shown in Figure 6.

**Figure 6:**
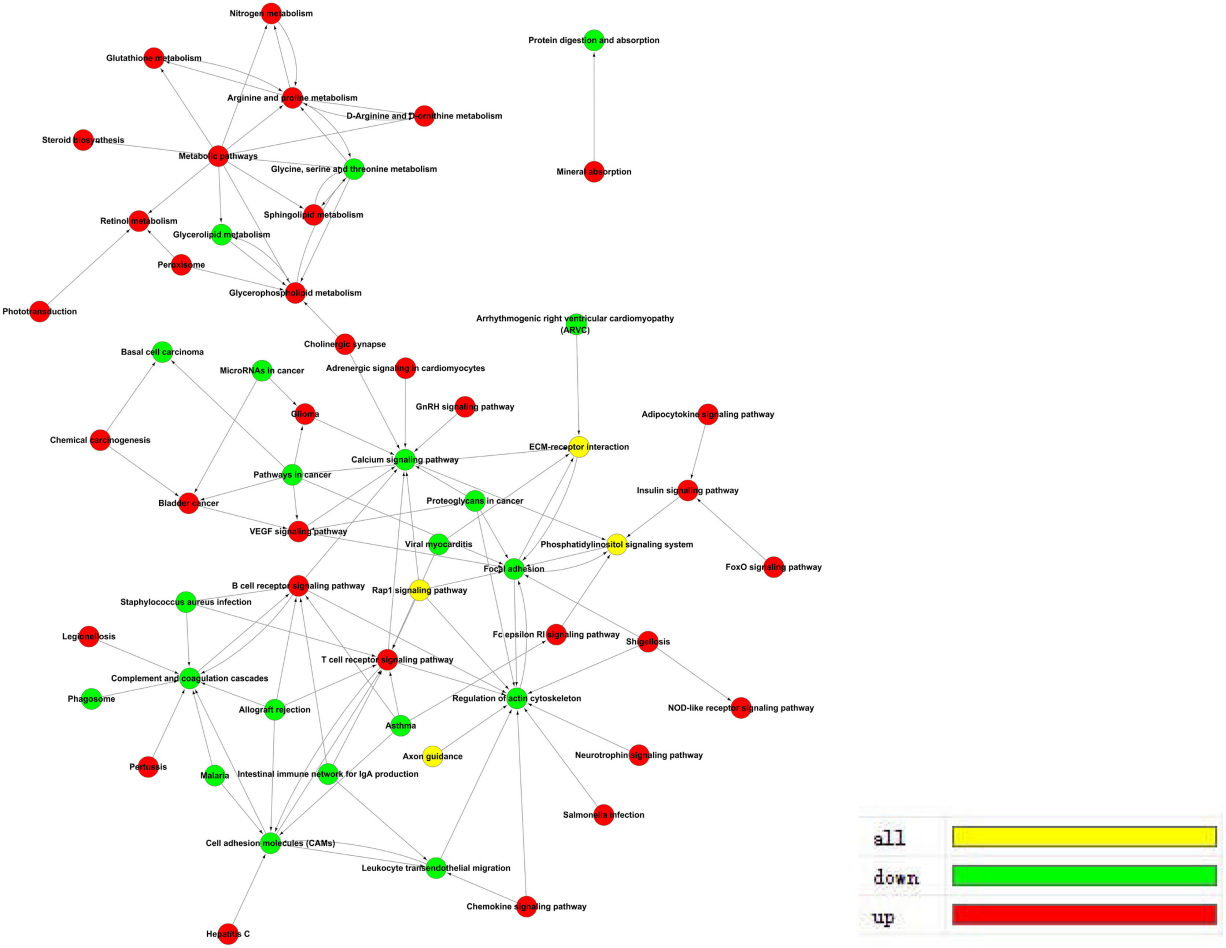
Pathway-Act network in *ACADSB*^−/−^ bMECs.

### Predictive Analysis of Interaction Relationship Between Differential Genes

The transcriptome analysis of differential expression genes protein interaction relationship in *ACADSB* gene knockout cells line revealed that up-regulated gene *PPARA* might promote the expression of up-regulated gene *CPT1A* and down-regulated gene *CPT1C*, which led to the up-regulated gene *CPT1A* and the down-regulated gene *CPT1C* may interact respectively with the up-regulated gene *ACSL6* and the down-regulated gene *ACSL5* to form a complex. 

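*PPARA*, the nuclear receptor that switches on genes of fatty acid oxidation, stood at 11.7 ± 1.56 CPM in *ACADSB*-/- and 5.71 ± 0.232 CPM in WT bMECs (SD, n = 3). It rose by 1.03 on the log2 scale (standard error 0.134, adjusted p = 1.2e-07 from edgeR's quasi-likelihood test). *CPT1A*, the carnitine palmitoyltransferase that admits long-chain fatty acids to mitochondria, rose by 1.14 (standard error 0.0538, adjusted p = 2.4e-17 from edgeR) to 241 ± 8.8 CPM from 109 ± 6.9 CPM. *CPT1C* stood far lower, at 2.37 ± 0.305 CPM in *ACADSB*-/- and 5.46 ± 0.824 CPM in WT bMECs. The acyl-CoA synthetases *ACSL6* and *ACSL5* passed the test in opposite directions. *ACSL6* rose by 1.07 (standard error 0.0705, adjusted p = 7.7e-14 from edgeR), while *ACSL5* had 1, 1 and 11 counts against 44, 58 and 67 and fell by 3.71 (standard error 0.542, adjusted p = 1.5e-06 from edgeR). In the paper's PCR array, with 1 value per group, the log2 fold change was −0.39 for *CPT1A* and −0.11 for *ACSL5*. The array read *ACSL5* close to the cycle ceiling of 35, at 34.64 in WT and 33.46 in *ACADSB*-/- bMECs.
Of 19 tested genes known as *PPARA* targets, 9 were higher, 3 lower and 7 not past the test, with the same counts when adjusted over the list alone. *PDK4*, the kinase that turns off pyruvate dehydrogenase, rose by 3.13 (standard error 0.228, adjusted p = 4.4e-12 from edgeR). Camera gave an adjusted p of 0.419 for the shift of this list. Of the 26 genes of Figure 7, 23 could be tested, and 8 were higher and 15 lower. The study drew that figure from its own differentially expressed genes, so this count is not independent evidence. Counts per gene hold no measure of an interaction between proteins.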

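*FN1*, which encodes the matrix glycoprotein fibronectin, stood at 4929 ± 330 CPM in *ACADSB*-/- and 19183 ± 1665 CPM in WT bMECs (SD, n = 3), a fall of 1.96 on the log2 scale (standard error 0.0605, adjusted p = 8.2e-18 from edgeR's quasi-likelihood test). *CD44*, the receptor for hyaluronan, stood at 897 ± 5.06 CPM against 1863 ± 24.1 CPM and fell by 1.05 (standard error 0.0447, adjusted p = 1.6e-18 from edgeR). The collagens of Figure 7 were read at much lower levels. *COL3A1* fell by 1.17 (standard error 0.198, adjusted p = 8.2e-06 from edgeR), from 4.47 ± 0.375 to 1.98 ± 0.175 CPM. *COL6A2* rose by 1.45 (standard error 0.0909), from 11.5 ± 0.42 to 31.3 ± 1.55 CPM.
*COL5A3* had 34, 42 and 32 counts in *ACADSB*-/- libraries and 18, 2 and 11 in WT libraries, a rise of 1.75 (standard error 0.479, adjusted p = 0.0024 from edgeR). *COL1A2*, a chain of collagen type I, had 0 counts in each *ACADSB*-/- library and 15, 12 and 5 in WT libraries. It was at least 3.65-fold lower in *ACADSB*-/- bMECs, with the floor set at 3 counts per library, and was left out of the test by the filter on low counts.

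**Figure D3:**
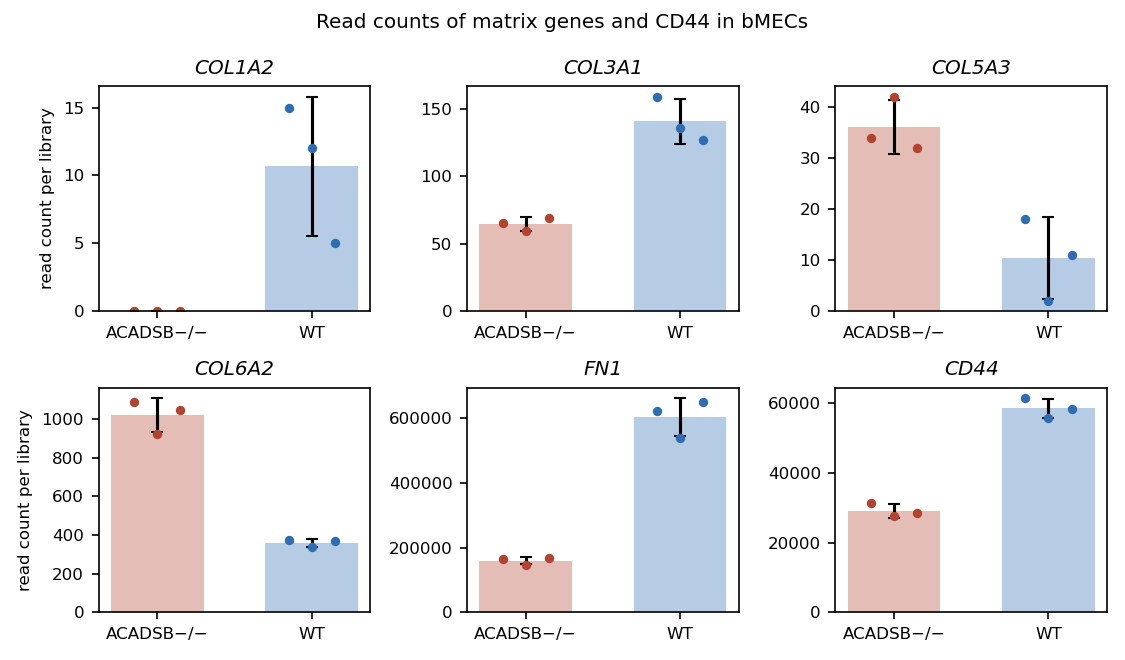
Read counts per library of *COL1A2*, *COL3A1*, *COL5A3*, *COL6A2*, *FN1* and *CD44* in the 3 *ACADSB*-/- and the 3 WT libraries, each panel with its own axis; bars are means, points are libraries and error bars are SDs. *FN1* has a mean of 602891 counts in WT and 160182 in *ACADSB*-/- bMECs, while *COL1A2* stands at 0 counts in *ACADSB*-/- bMECs.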

The up-regulated genes *COL5A3* and *COL6A2* and the down-regulated genes *COL1A2, LAMC2, FN1*, and *COL3A1*, may collaborate to activate the down-regulated gene *CD44* (Figure 7), intimating that the *ACADSB* gene can influence *CD44* transcription levels by regulating the expression of other genes.

**Figure 7:**
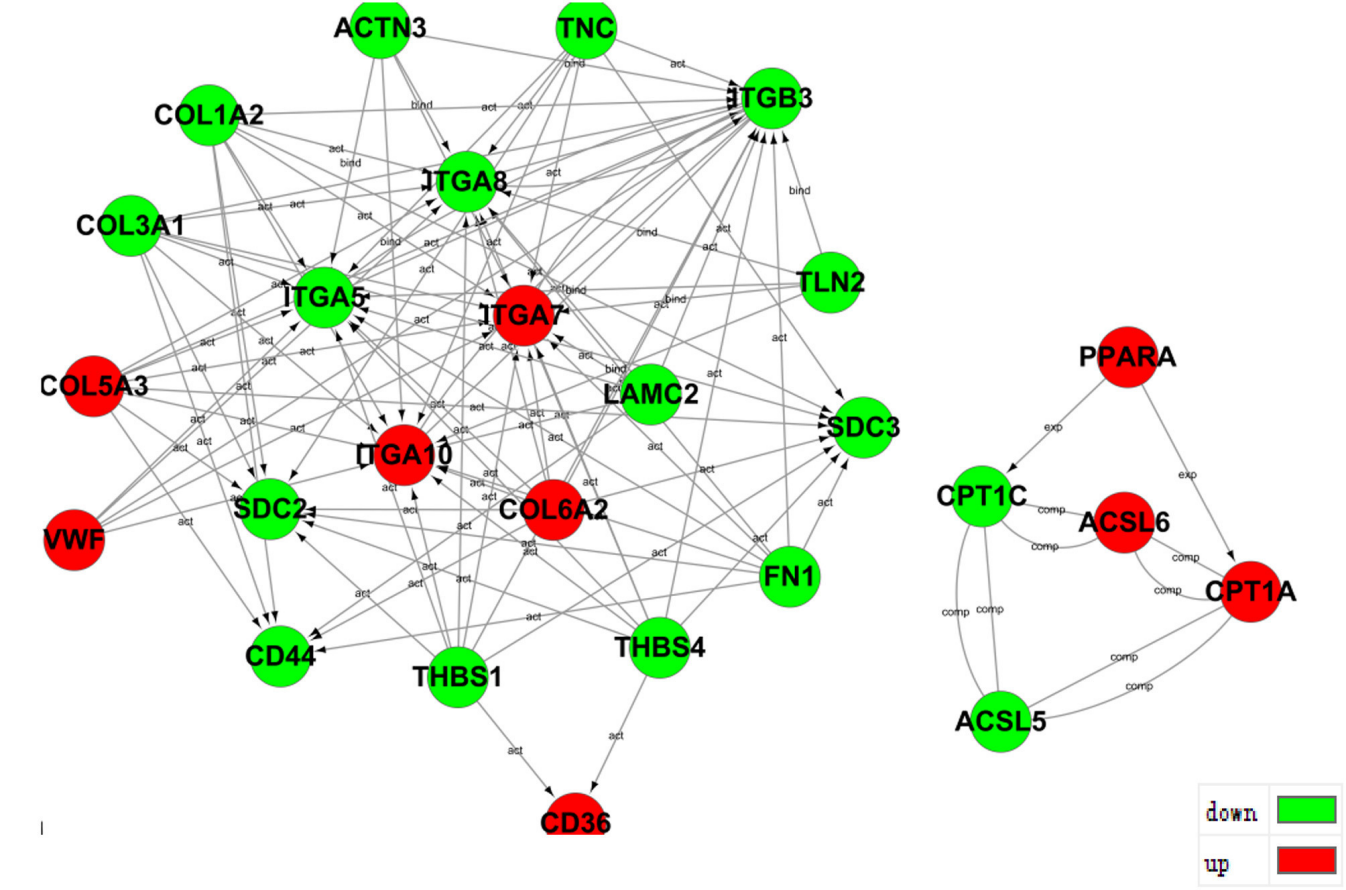
Prediction of protein interaction among partial differentially expressed genes.

## Discussion

The term “gene-editing technology” refers to the process of altering an organism's genome artificially. The efficiency of gene editing has been dramatically improved due to the tremendous development of CRISPR/Cas9 technology. The effect of gene modification on a variety of cell models and animal models in several species has been realized (16, 17)^1^. CRISPR/Cas9 technology is effective in gene editing in eukaryotic cells in a growing number of studies. Gene-editing production, as a novel gene tool, can be used to investigate gene functions that aren't clear (18). Using the CRISPR/Cas9 system, some researchers successfully constructed myostatin (*MSTN*) KO animals such as cattle, pigs, sheep, mice, and rabbits, which is a reliable and effective animal model for the study of muscle development and related diseases, as well as having a good application prospect in transgenic animal production by improving muscle quality (19–22)^2^. According to recent research, CRISPR/Cas9 technology was used to knock out or knock down various functional genes, resulting in the regulation of related metabolic pathways. The role of genes was clearly explained *in vivo* and in animal models. The variety of cell models also were widely used in molecular research or related diseases, such as Fragile X Mental Retardation 1 (*FMR1*) homozygous knock out human embryonic stem cell line, which can further study the biological importance of Fragile X Mental Retardation Protein(*FMRP*) at a cellular level (23); Regulator of G protein signaling 18 (*RGS18*) knockout cell line from a human embryonic stem cell line was constructed, which can further understand roles of RGS18 in biological and cellular processes (24); The diacylglycerol kinase θ (*DGK*θ) gene was knocked out in liver cancer cell line HepG2 to investigate the role of *DGK*θ in lipid metabolism and insulin resistance (25), etc. This study revealed that knocking out a target gene can help researchers learn much about how it plays a role in the various metabolic, pathway, and biological processes at the cellular level. As a result, bMECs can be used as an experimental model to investigate the function of *ACADSB*^−/−^, which can be used to validate whether *ACADSB*^−/−^ can regulate the synthesis of fat milk components and play a significant role in milk fat synthesis.

In this study, gRNA sequences were designed in the conserved regions of the candidate genes. The coding regions of the candidate genes were precisely targeted, solving the problem of RNAi technology's low interference performance.

The *ACADSB* gene, involved in fat milk synthesis, has previously been differentially expressed (2). The mammary gland tissue of dairy cows can be used as a bioreactor for most biological research because it has the physiological functions of synthesizing and secreting milk. However, there are some limitations to using this model to research TG synthesis in the mammary gland (26). Culturing *in-vitro* bovine breast epithelial cells can maintain this ability to synthesize and secrete milk. And bMECs can be used as cell models to study the connection between objective genes and a milk fat synthesis pathway. Therefore, we are developing the knockout *ACADSB* vector to construct a knockout *ACADSB* cell line, so we can continue exploring in-depth. The current study has shown that *ACADSB*^−/−^ may impact the CHOL, FAs, and TGs content of bMECs following past research (2). As anticipated, *ACADSB*^−/−^ cells contained a significantly lower content of triglycerides, cholesterol, and FAs than control cells, indicating that the *ACADSB*^−/−^ cell line was the potential and valuable tool to evaluate the expression of relatively lipid-associated genes.

GO Term enrichment study demonstrated that DEGs have been massively enriched by GO terms linked to lipid metabolism and GO terms associated with cell metabolism. The level of expression considerably up-regulated gene enrichment for the GO-Term Gene in a cell-line of *ACADSB*^−/−^and wild-type bMECs has shown DEGs like the CD36 molecule(*CD36*), a Low- Density lipoprotein receptor-related protein 1B(*LRP1B*), which are part of low-density lipoprotein receptor activity Go term(GO:0005041), CD44 molecule(*CD44*) gene involved in cytokine receptor activity in Go term(GO:0004896), insulin-like growth factor-binding protein 5(*IGFBP5*) involved in insulin-like growth factor II binding GO term (GO: 0031995). Furthermore, the GO term-mRNA network study aims at finding genes associated with multiple lipid metabolism-related GO terms, such as apolipoprotein B mRNA editing enzyme, catalytic polypeptide 1(*APOBEC1*), NPC1-like 1(*NPC1L1*), oxidized low-density lipoprotein (lectin-like) receptor 1(*OLR1*), peroxisome proliferator-activated receptor-alpha (*PPARA*), apolipoprotein L domain containing 1 (*APOLD1*), etc. Furthermore, the level of gene expression was significantly reduced. 

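The count table holds no gene named *CD36* alone but a numbered copy, *CD36.1*, which may share reads with another copy. *CD36.1*, named as a copy of *CD36*, whose protein takes up fatty acids and oxidized lipoproteins, stood at 37.0 ± 0.945 CPM in *ACADSB*-/- and 1.62 ± 0.649 CPM in WT bMECs (SD, n = 3). It rose by 4.50 on the log2 scale (standard error 0.153, adjusted p = 5.4e-17 from edgeR's quasi-likelihood test). *LRP1B*, a large receptor of the lipoprotein receptor family, had 22, 19 and 17 counts in *ACADSB*-/- libraries and 0, 0 and 1 in WT libraries, a ratio of 56.0 (95% exact interval 9.66 to 2249, counting error only). *CD44*, a receptor of the matrix genes in Figure 7, fell. *IGFBP5*, which binds insulin-like growth factors, had 34, 34 and 51 counts against 16, 16 and 15 and rose by 1.29 (standard error 0.393, adjusted p = 0.00593 from edgeR). Without *ACADSB*-/- replicate 3 the adjusted p of *IGFBP5* was 0.056, and it was 0.00171 to 0.056 over all settings.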

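*APOLD1*, an apolipoprotein L domain protein of endothelial cells, fell by 1.52 on the log2 scale in *ACADSB*-/- bMECs (standard error 0.175, adjusted p = 1.3e-08 from edgeR's quasi-likelihood test), from 7.89 ± 1.75 to 2.76 ± 0.0195 CPM (SD, n = 3). *OLR1*, a receptor for oxidized low-density lipoprotein, had 6, 1 and 2 counts in *ACADSB*-/- libraries and 43, 23 and 16 in WT libraries and fell by 3.18 (standard error 0.618, adjusted p = 5.9e-05 from edgeR). *NPC1L1*, the sterol transporter of cholesterol absorption, had 0 counts in each *ACADSB*-/- library and 16, 9 and 4 in WT libraries, and was at least 3.29-fold lower. *APOBEC1*, the enzyme that edits apolipoprotein B mRNA, had 2, 0 and 0 counts against 13, 14 and 3, a ratio of 15.5 (95% exact interval 3.94 to 134, counting error only). Neither *NPC1L1* nor *APOBEC1* had enough counts to be tested. *PPARA* was higher in every *ACADSB*-/- library than in every WT library, with 351, 374 and 410 counts against 182, 182 and 174. Of the genes the Discussion names as regulated, 6 could be tested, and 3 were higher and 3 lower, with *CD36.1* not counted among them. The study chose them on these libraries, so this count is not independent evidence.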

The relative expression of target genes involved in lipid metabolism or cell metabolism was also regulated by knocking out the *ACADSB* gene, according to GO term enrichment.

The KEGG enrichment analysis of differentially expressed genes in *ACADSB*^−/−^ cell line and wild-type bMECs revealed that 247 pathways were enriched in differentially expressed genes, 49 of which were significantly enriched (*p* < 0.05), and 27 pathways were enriched in down-regulated genes, such as ECM-receptor interaction (PATH:04512), glyceride metabolism pathway (PATH:00561), and phosphatidylinositol metabolism pathway (PATH:04070), protein digestion and absorption (PATH:04974), etc. Up-regulated genes are found in 46 pathways, including the glycerophospholipid signaling pathway (PATH:00564), the oxytocin signaling pathway (PATH:04921), the adipocytokine signaling pathway (PATH:04920), the insulin signaling pathway (PATH:04910), and the metabolic pathway (PATH:01100), among others. According to the research results, the complete loss of the *ACADSB* gene resulted in differences in the expression levels of genes involved in fatty acid and lipid metabolism, regulating the lipid metabolism process in bMECs.

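Genes of cholesterol synthesis and its control by SREBP were for the most part higher in *ACADSB*-/- bMECs, with 19 of 28 tested genes higher, 5 lower and 4 not past an adjusted p of 0.05 from edgeR (19 and 5 when adjusted over the list alone). *HMGCS1*, an early enzyme of the pathway, rose by 1.57 on the log2 scale (standard error 0.0467, adjusted p = 1.9e-22 from edgeR's quasi-likelihood test), *HSD17B7* by 1.71, *SQLE* (squalene epoxidase) by 0.84 and *CYP51A1* by 0.69. By the same test 4068 of all 13720 tested genes were higher and 3922 lower. Of 24 genes of mitochondrial β-oxidation, 11 were higher, 1 was lower and 12 did not pass the test. *CRAT*, the carnitine acetyltransferase, rose by 0.94 (standard error 0.0512), *ACAD11* by 0.64 and *ETFDH*, which passes electrons to the respiratory chain, by 0.69. Genes of fatty acid synthesis, elongation and desaturation went both ways, with 10 of 26 higher and 8 lower. The elongase *ELOVL6* rose by 1.27, *FADS6* by 1.76 and *ACSS2*, which makes acetyl-CoA from acetate, by 0.71, while the elongase *ELOVL4* fell by 1.77.
Of 14 genes of fatty acid uptake, binding and activation, 6 were higher and 1 lower (5 and 1 when adjusted over the list alone). Of 20 genes of triglyceride synthesis and lipid droplets, 5 were higher and 8 lower. *XDH*, which takes part in the secretion of milk fat droplets, rose by 1.24, and *BSCL2* (seipin) fell by 1.03. Of 10 genes of triglyceride hydrolysis, 3 were higher and 4 lower, and the lipase *PNPLA2* fell by 0.40. Of 21 genes of peroxisomal fatty acid oxidation, 6 were higher and 8 lower. *HACL1* rose by 1.24 and *CAT* (catalase) fell by 0.72. Of 16 genes of cholesterol export, esterification and LXR targets, 7 were higher and 5 lower, and *ABCA1*, the exporter of cholesterol, fell by 4.76 (standard error 0.293, adjusted p = 2.3e-14 from edgeR). Fisher's exact test on 2-fold calls gave this list an adjusted p of 0.0663, with 0.0186 for DESeq2 calls and 0.0251 for edgeR with no filter. Of 26 genes of branched-chain amino acid breakdown, the pathway of *ACADSB*, 12 were higher and 5 lower. *BCAT2* fell by 1.05 and *HSD17B10* fell by 1.01, and *DLD* rose by 0.73. Apart from fatty acid uptake, the counts were the same when adjusted over each list alone.
Camera called 1 of the 30 lists, cholesterol synthesis (higher, adjusted p = 0.0347), with 5 lists at an unadjusted p under 0.05. This call was lost with an adjusted p = 0.646 with an estimated correlation, under which no list was called and 1 had an unadjusted p under 0.05, with an adjusted p = 0.0932 without WT replicate 2 and with an adjusted p = 0.0568 when genes under a mean of 50 counts were left out (0.00175 to 0.646 over all settings). The adjusted p of camera was 0.217 for β-oxidation, which was called with limma on log2(FPKM + 1) and no filter (0.0384 to 0.683 over all settings), and 0.245 for branched-chain amino acid breakdown, and above these for the other lipid lists. The median and the mean differed in sign for fatty acid uptake (0.08 and −0.02, camera higher) and for peroxisomal oxidation (−0.01 and 0.04, camera higher). From its results the paper concludes that loss of *ACADSB* led to differences in the expression of fatty acid and lipid genes, and that lipid metabolism in bMECs was regulated in this way.

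**Figure D4:**
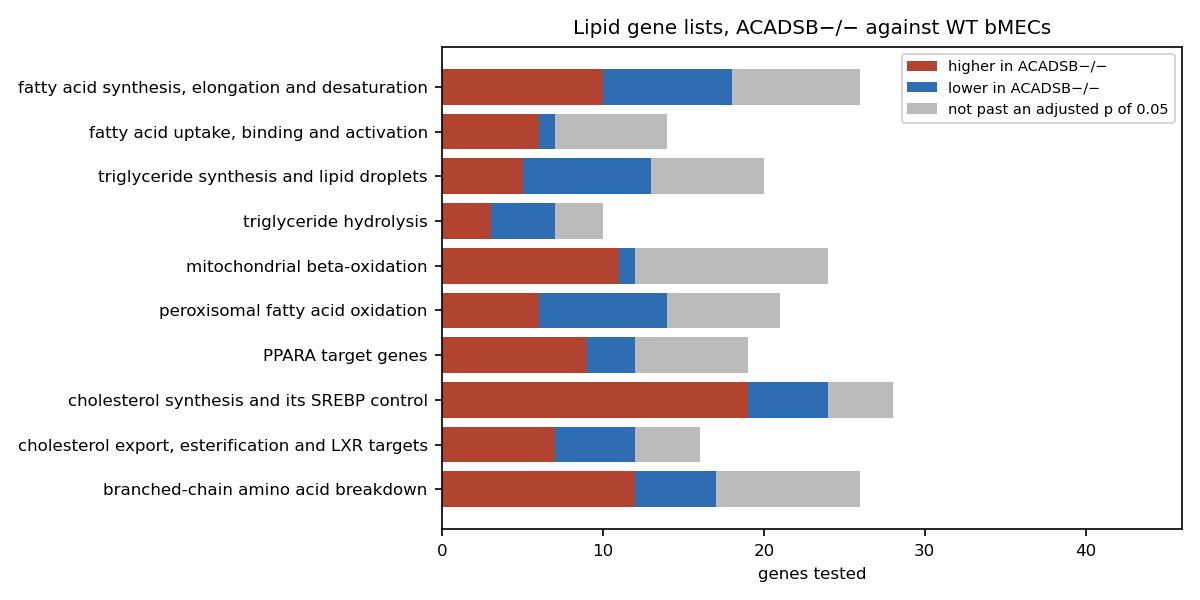
Number of tested genes of 10 lists of lipid and branched-chain amino acid metabolism that were higher, lower or not past an adjusted p of 0.05 from edgeR in *ACADSB*-/- against WT bMECs, as stacked bars without error bars. Cholesterol synthesis has 19 higher and 5 lower genes and triglyceride synthesis 5 higher and 8 lower genes.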

Following the KEGG enrichment and GO term enrichment analysis, which indicated *ACADSB* gene involved in the lipid metabolism and fatty acids metabolism, therefore, relative genes which involve in the lipid and fatty acids pathway were selected to confirmed by qPCR array. The *ACADSB*^−/−^ gene qPCR array results revealed that the following genes were up-regulated: *ACADL, ACOX2, ACSL1, ACSM3, EHHADH, GPD2, PRKACB, SLC27A5, SLC27A6*, while the genes such as *ACAT2, BDH1, BDH2, CPT1B, CPT1C, DECR2, FABP3* were down-regulated, which is consistent with the *ACADSB*^−/−^ transcriptome sequencing results. The above findings suggest that knocking out the *ACADSB* gene may affect the differential candidate genes identified by RNA-seq, which are functional genes that influence lipid and fatty acid metabolism.

Predictive analysis in *ACADSB*^−/−^ cell lines for differential gene-protein interactions showed that *CD44* was activated by other multiple genes, and *CD44* expression is down-regulated, suggesting that the silence of the *ACADSB* gene leads to decreased CD44-expression regulation. In the previous study, *CD44* gene silencing has also been found to decrease the level of expression of the *ACADSB* gene. This shows that *ACADSB* and *CD44* genes may be able to interact, and their function both focuses on lipid metabolism and fatty acids metabolism. However, the expression levels of all genes are not consistent due to differently regulated genes. This also reminds us that in the future, the interactive relationship between two or several genes can also be a hotspot for further exploration, and the *ACADSB* and *CD44* genes may have a common effect on lipid metabolism, or one of the *ACADSB* and *CD44* gene may affect lipid metabolism by regulating the expression of another gene.

In conclusion, our findings revealed that *ACADSB* regulates the metabolism of FFAs, TGs, and CHOL by controlling the expression of related genes involved in the lipid metabolism pathway. The findings also showed that *ACADSB* is a pivotal gene that regulates related genes such as *ACADL* and *ACOX2*, playing a crucial role in lipid metabolism. This study discovered the role of the *ACADSB* gene in lipid metabolism in bMECs *in vitro* and identified several key players in the *ACADSB* gene's regulatory network in lipid metabolism, laying the groundwork for future research into the molecular mechanism by which *ACADSB* influences the synthesis of milk fat component *in vivo*. Furthermore, in this study, the *ACADSB*^−/−^ cell line model was established, which could be used as genetic material and directly applied to lipid metabolism-related gene molecular research.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO, accession no: GSE181131.

## Author Contributions

ZZ and PJ designed the study. XL and XF collected the samples. MW and HY collected the data. PJ conducted the bioinformatics analyses and wrote the manuscript. AI and PJ revised the manuscript. All authors read and approved the final manuscript.

## Funding

This work was supported by the youth Project of Innovative Strong School Engineering by the Department of Education of Guangdong Province (2019KQNCX042), the National Natural Science Foundation of China (No. 32002165, 31772562, and 32072717), and the Key Platform Project of Innovative Strong School Engineering by the Department of Education of Guangdong Province (2018302).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

^1^Salimi M, Mehravar M, Shirazi A, Sarvari A, Behzadi B. Epigenetic events and germ line transmission in rag1 knock-out chimeric mice produced by CRISPR/Cas9 technology. (2021). 10.21203/rs.3.rs-153876/v1 (Unpublished preprint).

^2^Zhang Y, Zheng Y, Wu L, Li Z, Cui K. Generation of heritable double muscle buttocks rabbits via myostatin mutation with CRISPR/Cas9 system. (2020). 10.21203/rs.3.rs-125471/v1 (Unpublished preprint).

# Supplementary material for: Transcriptomic Analysis of Short/Branched-Chain Acyl-Coenzyme a Dehydrogenase Knocked Out bMECs Revealed Its Regulatory Effect on Lipid Metabolism
**Source:** Front Vet Sci. 2021 Sep 7;8:744287. doi: 10.3389/fvets.2021.744287
**Supplement:** Supplementary file 1

Sequence: NewSequence

(Sense primer) 5' CGATACATACAGGCTTTTGAAG 3'
                  |||||
3' (38) GCTATGTATGTCCGAAAACCTTC (60) 5'

(Anti-sense primer) 5' AAGATGAGGGGCAATGGCT 3'
                      |||||
3' (381) TTCTACTCCCCGTTACCGA (363) 5'

Properties:

	Rating	Seq No	Length	Tm<br>[° C]	GC%	ΔG<br>[kcal/mol]	Activity<br>[μ g/OD]	Degeneracy	Ta Opt<br>[° C]
Sense	92	38	23	58.9	43.5	-42.0	31.3	1	--
Anti-sense	100	381	19	59.2	52.6	-39.2	30.8	1	--
Product	90	--	344	84.4	39.8	--	--	--	51.8

Secondary structures of sense primer:

Most stable hairpin:
ΔG =-0.0 [kcal/mol] (3' Hairpin)
TTTTCGGACATACATAGC 5'
      |||
GGAAG 3'

Most stable dimer:
ΔG =-4.5 [kcal/mol] (3' Dimer)
5' CGATACATACAGGCTTTTGAAG 3'
                  ||| |||
3' GAAGGTTTTCGGACATACATAGC 5'

No false priming sites found

Secondary structures of anti-sense primer:

No hairpins found

No dimers found

No false priming sites found

Secondary structures of primer pair:

Most stable cross dimer:
ΔG =-4.4 [kcal/mol] (3' Cross dimer)
5' CGATACATACAGGCTTTTGAAG 3'
      ||| |||
3' TCGGTAACGGGGAGTAGAA 5'

How the deposited data were processed for this re-analysis (not part of the article)

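RNA-seq libraries of *ACADSB*-/- and WT bovine mammary epithelial cells were compared, with 3 libraries in each group. Each library was assigned to its group and replicate number from the sample labels, and its columns in the tables were matched by the same names. The authors removed low-quality reads, aligned the others and deposited a table of raw read counts per gene, which are whole numbers and differ in total between libraries. The authors' FPKM table holds reads scaled by gene length and library total, and it gave back whole reads within 0.02 for 99.98780% to 99.99085% of the genes per library. For 3 genes these reads differed from the count table, by up to 172.1 reads. The log2 fold changes, the linear fold (ratio) and the p-values with FDR in the deposited table are the authors' comparison of *ACADSB*-/- over WT, for which the paper names the EB-Seq algorithm. The authors' list of differentially expressed genes holds 1548 genes, all with the same counts as the full table. The submitters' processing notes name Bismark 0.12.5 with no role. The aligner of the RNA-seq reads, the counting tool, the genome build and the annotation are not given in the sources used here, nor is whether the counting used the strand, so overlapping and antisense genes may share reads. The count table has 160 gene names with a numbered copy suffix, 8 of them in the lists used here, and such copies may share reads.

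The counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, and with DESeq2 1.42.0 as an alternative. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), which left 13720 of 15693 genes, and the libraries were scaled by TMM (factors 0.978 to 1.02). The quasi-likelihood test of edgeR was fitted with robust estimation on the condition alone, over all 6 libraries. The libraries held 30550275 to 34983965 counts. The common dispersion was 0.0044, a biological coefficient of variation of 6.64%. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the thresholds in the name of the authors' list. CPM values used the TMM-scaled library totals. Where a group had 0 counts in every library, the fold is given as a bound with 3 counts per library as the floor, and where it had 1 to 3 counts in all, as a ratio with an exact 95% interval. These intervals and bounds cover counting error only.

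The steps were tested on simulated counts drawn for the real genes at the real library sizes, for the comparison of *ACADSB*-/- with WT. Over 13595 genes, edgeR recovered 96% of 50 genes changed 1.5-fold and 100% of those changed 2-fold, 4-fold and 8-fold, and 9.59% of its calls at an adjusted p under 0.05 were false. A list of 40 genes raised 1.5-fold was called, and 0 of 20 unchanged lists were called by camera or Fisher's exact test at an adjusted p under 0.05. The genes were drawn independently, so the simulation does not test the preset correlation of camera. Its Fisher's exact test used calls with no fold threshold, unlike the 2-fold calls of the text. Far fewer genes were changed than the 7990 of 13720 past an adjusted p of 0.05 in the real data.

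Gene lists were written from textbook knowledge before the data were examined, together with the tests and most of the alternatives. The 30 lists cover ECM-receptor interaction, collagens, matrix proteases, cholesterol synthesis, cholesterol export, glycerolipid and glycerophospholipid metabolism, adipocytokine signaling, fatty acid synthesis, fatty acid uptake, triglyceride synthesis, triglyceride hydrolysis, β-oxidation, peroxisomal oxidation, *PPARA* targets, branched-chain amino acid breakdown, glycolysis and hypoxia, the unfolded protein and *ATF4* response, p53 targets, proliferation, interferon-stimulated and inflammatory genes, and markers of luminal, basal, fibroblast, endothelial, immune, adipocyte and keratinocyte cells and of milk protein synthesis. Some members (*ABCA1*, ABCG4, A2ML1, *COL1A2*, *COL3A1*, *COL5A3*, *COL6A2*, *FN1*, *CD44*, *NPC1L1*, *OLR1*, *LRP1B*, MMP3, *GRO1*, *CXCL3*, NOD2, ACOXL, *ACOT2*, *HACL1*, RPTN and genes of Table 1 and Table 2) had been seen with values or directions in the paper's tables before the lists were written. Each list was tested with camera on log2 CPM (prior count 2) with a preset correlation of 0.01 between genes, with p adjusted over the 30 lists. Camera compares the members of a list with the other genes. Fry was run as an alternative: its p-value tests whether the members move, on balance, one way, its mixed p-value whether they change in either direction, and neither compares the list with other genes. Over-representation among called genes used a one-sided Fisher's exact test with the tested genes as background. The counts "adjusted over the list alone" adjust the same p-values over the tested members of that list.

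The genes named in the text are those that the paper's text, Table 1, Table 2 or Figure 7 names, the 5 reference genes of the PCR array, the 10 genes with the largest rise and the 10 with the largest fall among those past the threshold with a mean of at least 100 counts in the higher group, groups that do not overlap and a description, and in each list the 4 tested genes with the smallest adjusted p. Values in the paper's tables had been seen when this rule was written. Any other gene is said to be chosen after its values were seen. Some genes that the rule names are not reported here.

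The alternatives were other scalings, no filter or a stricter one (mean of at least 50 counts), DESeq2, a test against a 2-fold change (glmTreat), a stricter adjusted p of 0.01, limma on log2(FPKM + 1) and log2(FPKM + 0.1) with a mean FPKM of at least 0.5 or no filter, the replicate number as a block, leaving out each library in turn, camera with an estimated correlation, fry, and over-representation with no fold threshold. Removing a trend on transcript length was added after the data were examined. The trend was fitted in each library to its deviation in log2 CPM from the mean of all libraries. Fold changes on the log2(FPKM + pseudocount) scale understate the change of low genes.

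The PCR array table in the supplement was used for the threshold cycles, with 1 value per group. The GO tables of the supplement, the other sheets of the deposited workbooks and 3 columns of FPKM values that belong to no sample of this series were not used here.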

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

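In this part the tests of fibroblasts, clone history, the order of genes, transcript length and the reference genes of the array were chosen after the results were seen. The tests of other splits, of segment loss and of single libraries were written before.

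The comparison of *ACADSB*-/- with WT libraries gave 1402 called genes, and the other splits of the 6 libraries into 3 and 3 gave at most 0 calls by edgeR. The 10 splits, of which 1 called as many genes as the real one, are too few for a share under 0.05.

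Signal in *ACADSB*-/- libraries from genes almost unread in WT libraries, which the paper does not discuss, marked the genes that follow. *ASAH2*, a ceramidase gene that like *ACADSB* lies on chromosome 26, had a mean of 114.3 counts in *ACADSB*-/- libraries and 1, 1 and 2 counts in WT libraries. *CALML5*, a calmodulin-like gene of skin, had a mean of 93.7 counts against 1, 1 and 2 in WT libraries. *LPAR3*, a receptor for lysophosphatidic acid, had a mean of 117.3 counts against 0 in each WT library, at least 37.7-fold higher. *CALML5* was chosen after its values were seen, as were the limits of at most 3 counts in each library of one group and at least 50 in each of the other.

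By the same limits 15 genes were read in WT libraries and close to 0 in *ACADSB*-/- libraries (*ADGRA3*, *AMN*, *APBA2*, *EPHB2*, *HIC1*, *ITGB3*, *LOC100336526*, *LOC618701*, *PADI3*, *SERPINA11*, *SH3BP5*, *SLC22A17*, *STRA6*, *ZNF512* and *ZNF827*), of which *LOC100336526* overlaps *EPHB2* and may share its reads. Fibroblasts in the WT cultures would bring abundant *VIM* and *COL1A2*, and the higher of these stood at 2.37 CPM in WT. This is under the 36.5 CPM of *ITGB3*, which argues against fibroblasts as the source of *ITGB3* only. The other genes stood at 2.12 to 8.89 CPM in WT, with *SERPINA11* and *SLC22A17* under *VIM*, so the comparison does not decide for them. Other mesenchymal markers were higher in WT (*SPARC* 191 CPM against 0.244 in *ACADSB*-/-, *COL5A1* 85.1 against 59.9, *TWIST2* 8.18 against 2.61, *FBN1* 8.17 against 3.88, *COL3A1* 4.47 against 1.98 and *POSTN* 0.547 against 0.0399). *DCN* (1110 in WT and 1287 in *ACADSB*-/-), *S100A4* (2639 and 7732), *PDGFRA* (12.7 and 15.2) and *SNAI1* (1.98 and 2.88) were higher in *ACADSB*-/-. *DCN* and *S100A4* were abundant in both groups. Loss of every copy of a chromosome segment would silence the neighbours. The median over these genes of the neighbours' log2 fold change (5 tested genes on each side) was −0.038. This argues against such a loss of segments that span these neighbours, with *LOC618701* at −0.92 left open and the other genes at −0.42 to 0.50. That the median over the genes decides was settled after both values were seen. Loss of only some copies, which would lower the neighbours less, was not tested and stays open. *SLC22A17*, with its neighbours at −0.42, lies in a run of 30 neighbouring genes on chromosome 10 of which 30 were lower (median −0.49). The loss of smaller segments stays open for *PADI3*, *STRA6* and *SERPINA11* too, which each had a neighbour with a fitted log2 fold change of −7.54, −7.43 and −6.98 in turn. The history of the edited clone, in which cells grown from one sorted cell keep that cell's silent genes, cannot be told apart from an effect of *ACADSB*, since the paper describes the edited cells as grown from one sorted cell, the series' description can be read as 3 lines, and no library is labelled as another clone: the ratio of the dispersion between *ACADSB*-/- libraries to that between WT libraries was 0.593 and decides nothing, so loss of *ACADSB* also stays open.

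Neighbouring genes shifted together. The medians of windows of 30 neighbouring genes had an SD of 0.202 in log2 fold change, over 379 windows of genes with a mean of at least 50 counts, against at most 0.106 in 1000 shuffled orders, which argues against a chance order (0.203 against 0.113 with all tested genes, since the minimum was not part of the test as first written). Transcript length, as the authors' gene model gives it, is argued against as the whole cause. The SD was 0.187 with the trend on this length and on level removed, against at most 0.101 in shuffled orders. The fold change still rose with transcript length (Spearman's rho 0.227 across genes). Single libraries are argued against by the SD of 0.0711, the highest of any library against the others of its group. The length of genes on the chromosome, gene density and base content were not tested and stay open, as do copy number and the loss of *ACADSB*. The window medians rose with the span of the window (Spearman's rho 0.587 across windows).

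*FABP3* and *ACOX2*, chosen from Table 2 after their values were seen, differed between the PCR array and RNA-seq, with gaps (array minus RNA-seq, log2) of −2.25 and 1.03 beside a median gap of the panel of −0.12. They were not the only such genes: the gap was 3.60 for *ACSL5*, the largest of the panel, −1.60 for *LIPE*, −1.53 for *CPT1A*, −1.28 for *BDH1*, −1.24 for *CRAT*, −1.15 for *HMGCS1* and 1.10 for *ACOT2*. The array read *ACSL5* (threshold cycles 34.64 in WT and 33.46 in *ACADSB*-/-) and *LIPE* (33.76 and 33.86) close to its ceiling of 35. A scaling by other reference genes would move both the same way, and the gaps differed by 3.28, which argues against it as the cause. The array has 1 value per group, so its error stays open, and no biological explanation was tested.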

How the results depend on the processing

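Among the settings below, only the removal of the length trend was added after the data were examined. The 1402 calls by edgeR stood at 1270 (adjusted p under 0.01) to 1644 (no filter) under the other settings, with 1548 from DESeq2, 1381 with the length trend removed and 1371 to 1487 without one library (693 to 792 higher, 670 to 726 lower), apart from those that follow. The test against a 2-fold change (glmTreat) gave 661 (289 higher, 372 lower), since it asks for more than 2-fold. The stricter filter gave 855 (366 lower) over fewer tested genes. Limma on log2(FPKM + 1) gave 543 (297 higher, 246 lower), with a filter or none, and log2(FPKM + 0.1) gave 385 lower of 959; the pseudocount shrinks the folds of low genes. *ACADSB* was lower and past the threshold in every setting that tested it (−1.42 to −1.99 without one library, adjusted p 0.00304 to 0.0255), and had no value under the stricter filter and in the filtered FPKM values. Lists called by camera numbered 0 with an estimated correlation (1 at an unadjusted p under 0.05), 0 under the stricter filter (3 unadjusted), 0 to 1 without one library (0 without WT replicate 2, 4 unadjusted), 3 with limma on log2(FPKM + 1) and no filter, and 27 with fry, which tests another hypothesis; beyond that the cause was not tested. Over-representation called 0 lists with no fold threshold (5 unadjusted), as 7990 of 13720 tested genes then count as called, and 4 to 8 otherwise. Libraries share only a replicate number: deviations from the group means correlated at −0.040, −0.026 and −0.024 for the same number and −0.008 to 0.034 for other numbers, and no library correlated best with its own number. With the replicate number as a block, edgeR called 1403 genes, 1377 of them among the 1402, and camera called 0 lists (4 unadjusted; cholesterol synthesis had an adjusted p of 0.0731). Table 2 signs matched in 16 of 17 genes, in 13 of 14 or 17 of 18 where fewer or more genes were tested, and in 15 of 17 without WT replicate 2. Of 2792 pairs of a named gene and a setting, 2771 kept their side of the threshold, 17 lost the call, 4 gained one and 0 called genes reversed. In 39 pairs of a gene or list and a setting the sign changed with no call in either. Losses were *SLC27A6* (8 settings, adjusted p 0.0544 to 0.19), *ACAT2* (6 settings, 0.06 to 0.112), *DDHD2* with the length trend removed (0.154), *IGFBP5* without *ACADSB*-/- replicate 3 (0.056) and *SDC3* without WT replicate 3 (0.0556). Gains were *BDH2* without WT replicate 2 (0.0467), *FABP3* in both filtered limma settings (0.0419) and *SPP1* with the length trend removed (0.0493). The share of higher genes among the calls was 47.9% to 59.9%, against 51.9%, apart from glmTreat, whose calls lean to lower genes (289 of 661 higher), and no scaling moved the median of all genes by more than 0.1. Depth limits genes of a few counts, such as *COL1A2*, *NPC1L1* and *APOBEC1*.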

Differences from the paper's values

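Limits set before the data were examined were put to the numbers of differentially expressed genes and to Table 1. By them no value of the main analysis differed from the paper's. The limits were over 1.5 times for gene numbers, beyond the error or a change of sign for log2 fold changes, and both error and 1.5 times for mean counts. Those counts are the same deposited values. Table 2 and the pathways were not put to these limits. There *FABP3* (−0.18 against −2.43 in the array) and *BDH1* (0.32 against −0.96) lay apart. The paper reports 1548 differentially expressed genes, 750 up and 798 down, beside 1402, 727 and 675 here at the thresholds in the name of the authors' list. DESeq2 with no filter reached 1548, 750 and 798, the setting under which the values match, and all 1548 of its calls are in the authors' list, with log2 fold changes within 5.5e-05 of the authors' deposited table. The paper's methods name EB-Seq. The edgeR calls shared 1332 genes with the authors' list, all in the same direction, with 70 called here alone and 216 in the list alone, of which 212 were left out by the filter, 3 were under 2-fold and 1 was not past an adjusted p of 0.05.

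The sentence on Table 1 calls *ACADSB*, *FADS1*, *CPT1C*, *SLC27A5* and *DECR2* upregulated, while the values here were lower in *ACADSB*-/- bMECs (−1.60, −1.38, −1.20, −0.81 and −0.53 in log2 fold change, that of *SLC27A5* not past the threshold), as are the fold changes in Table 1. It calls *PRKACB*, *GPD2*, *ACSM3*, *ACSL1* and *SLC27A6* downregulated, while *PRKACB*, *GPD2*, *ACSL1* and *SLC27A6* rose here by 0.79, 0.93, 1.02 and 1.21 and *ACSM3* was not tested. The Discussion places *PPARA* among reduced genes, and it rose by 1.03 here, the direction the paper gives it with Figure 7. It places *CD44* among upregulated genes, and *CD44* fell by 1.05 here, again the direction given with Figure 7. It lists *SLC27A5* among genes up in the array and in sequencing, and the value here was −0.81 (adjusted p = 0.18 from edgeR).

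The paper states that array and sequencing go the same way: 16 of 17 Table 2 genes had the same sign here, with *BDH1* (0.32) the exception, and 6 of the 17 were not past an adjusted p of 0.05. Of these, *FABP3* passed with limma on the filtered FPKM values (0.0419) and *BDH2* with edgeR without WT replicate 2 (0.0467). The paper states that glycerolipid metabolism was enriched among down-regulated genes, and adipocytokine signaling and glycerophospholipid metabolism among up-regulated genes. With lists written from textbook knowledge, the adjusted p-values of Fisher's exact test here were 0.586, 0.391 and 0.159, while ECM-receptor interaction among lower genes had 2.5e-04. The thresholds are unlike, since the paper's 27 pathways of down-regulated and 46 of up-regulated genes had an unadjusted p under 0.05. Only 8 and 0 pathways had FDR under 0.05. The adjusted values here therefore do not contradict the paper's statement. *COL1A2*, *NPC1L1*, *APOBEC1* and *THBS4*, which the paper lists as differentially expressed, were not tested here. They were past the threshold with DESeq2 (adjusted p 2.8e-04, 5.9e-04, 0.011 and 0.01) and in edgeR with no filter (5.3e-04, 9.2e-04, 0.00641 and 0.00616), and were lower in *ACADSB*-/- bMECs. They were also past it with limma on log2(FPKM + 1) and no filter (0.022, 0.0455, 0.0357 and 0.0208), and *COL1A2* and *APOBEC1* in the edgeR fits without any one of 4 libraries (2.9e-04 to 0.0033 and 0.00138 to 0.025). *ACSM3* was not past the threshold in either (0.606 and 0.53).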

Other observations

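All tests of gene lists in this part were set before the data were examined, and the choice of what to name from the windows of neighbouring genes and from the reference genes was made after their values were seen. The largest rises in *ACADSB*-/- bMECs were taken among well-read genes with a description and no LOC identifier. Apart from *CD36.1* and those named above, they were those of *TMPRSS13*, a membrane serine protease (5.65 on the log2 scale), the carbonic anhydrase *CA6* (4.22), *MFI2*, an iron-binding membrane protein (4.10), the hormone *STC1* (3.71), *IGFBP3* (3.66) and the urea transporter *SLC14A1* (3.51), with *ASAH2* at 6.25. Apart from *ITGB3*, the largest falls among such genes included those of *SPARC*, a matrix glycoprotein, with 0, 6 and 17 counts against 6047, 5560 and 6370 (−9.64), *PADI4*, a protein deiminase (−7.54), *ALDH1A1*, a retinal dehydrogenase (−6.66), and *CCDC80* (−6.50). *ADGRA3* and *PADI3*, left out for want of a description, had fitted log2 fold changes of −9.73 and −7.24. *STRA6*, the receptor for retinol-binding protein, and *AMN* had 0 counts in each *ACADSB*-/- library and were at least 89-fold and at least 41.7-fold lower. The ratio was 869 for the receptor *EPHB2* (95% exact interval 156 to 34365), 469 for *ZNF512* (83.8 to 18573) and 401 for *APBA2* (71.5 to 15873).

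Of 28 tested interferon-stimulated genes, 7 were higher, 10 lower and 11 not past an adjusted p of 0.05 from edgeR. *IRF7*, a transcription factor of this response, fell by 1.64 on the log2 scale, *ISG20* fell by 1.76 and *ISG15* fell by 1.24, and *IFI27* had 0, 1 and 0 counts against 67, 57 and 44 (ratio 174, 30.8 to 6914). Of 17 basal markers 6 were higher and 8 lower (6 and 9 when adjusted over the list alone): *KRT17* fell by 2.99, *KRT14* fell by 0.92 and *TAGLN*, an actin-binding protein of smooth muscle, fell by 4.14, while *KRT15* rose by 1.21. Of 19 luminal markers 9 were higher and 4 lower, with the splicing factor *ESRP1* up by 0.77, *ELF3* by 0.59 and *CDH1* by 0.42, while *KRT18* fell by 0.56. Of 35 genes of glycolysis and the hypoxia response 20 were higher and 5 lower (21 and 5 when adjusted over the list alone), with the carbonic anhydrase *CA12* up by 2.88 and *LDHA* by 0.85 while *P4HA1* fell by 1.08. Of 27 genes of the unfolded protein and *ATF4* response 6 were higher and 14 lower, and *CREB3L1* fell by 2.32 and *ATF4* fell by 0.50. Of 38 proliferation genes 9 were higher and 18 lower, where the replication factors *MCM3* and *MCM2* had −0.79 and −0.71, and of 25 p53 targets 12 were higher and 3 lower (12 and 4 when adjusted over the list alone), with *FAS* up by 0.97 while *BAX* fell by 0.62.

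Of 7 immune cell markers 1 was higher and 5 lower, where *CORO1A* fell by 4.81 and *CSF1R* fell by 2.25, and of 11 fibroblast markers 3 were higher and 4 lower (4 and 4 when adjusted over the list alone), where *TWIST2* fell by 1.65 and *S100A4* rose by 1.55. Of the 20 listed milk protein and lactation genes only 4 had a row in the count table. Of these, *XDH* was higher, *MFGE8* fell by 0.67, and *SPP1* and *CEL* had 0.05 and −0.42, not past the threshold. Of 4 adipocyte markers *CIDEC* fell by 1.22, and *GPD1*, *LIPE* and *PLIN1* had 0.20, 0.21 and −0.04, not past it. Camera's adjusted p-values were 0.439 (interferon), 0.499 (basal), 0.279 (luminal), 0.172 (glycolysis and hypoxia, unfolded protein response, immune), 0.245 (proliferation), 0.371 (p53), 0.546 (fibroblast) and 0.994 (milk protein, adipocyte). Glycolysis and hypoxia was called by camera on log2(FPKM + 1) with no filter (adjusted p = 0.0333). Among genes called lower at 2-fold, Fisher's exact test gave adjusted p-values of 0.0155 for the interferon and 0.0215 for the immune list, while over both directions these were 0.0663 and 0.0816, not past the threshold. With limma calls on log2(FPKM + 0.1) that of the interferon list over both directions was 0.0395. The fibroblast list had 0.0663 over both directions, and it was past the threshold under 8 settings, DESeq2 among them (4.1e-04 to 0.581 over all settings). The direction given by camera was down and that by fry up for the fibroblast list (adjusted p = 0.546 and 0.641) and for triglyceride synthesis (0.546 and 0.876), none past the threshold, and the median and mean differed in sign for milk protein genes (−0.18 and 0.05, camera higher) and adipocyte markers (0.08 and −0.21, camera lower). Fry called 27 of the 30 lists one way and 30 in either direction.

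Of the reference genes of the array, *HPRT1* rose by 0.50 and *YWHAZ* by 0.73 in RNA-seq, *ACTB* fell by 0.23, *GAPDH* had −0.02 and *TBP* −0.25, the last 2 not past the threshold of edgeR. The lowest windows of neighbouring genes had medians of −0.50 (*RAB2B* to *LOC100847682*) and −0.49 (*THTPA* to *TOX4*, where 30 of 30 genes were lower), and the highest 0.58 on chromosome 15 (*FUT4* to *IL18*). The lowest windows lie next to each other on chromosome 10, and that from *THTPA* to *TOX4* spans *SLC22A17*, which was close to 0 in *ACADSB*-/- libraries. In the paper's KEGG results of the supplement, 8 of 206 pathways of down-regulated genes and 0 of 226 of up-regulated genes had FDR under 0.05, against 27 and 46 with p under 0.05.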
